# Leukemia inhibitory factor suppresses hepatic de novo lipogenesis and induces cachexia in mice

**DOI:** 10.1038/s41467-024-44924-w

**Published:** 2024-01-20

**Authors:** Xue Yang, Jianming Wang, Chun-Yuan Chang, Fan Zhou, Juan Liu, Huiting Xu, Maria Ibrahim, Maria Gomez, Grace L. Guo, Hao Liu, Wei-Xing Zong, Fredric E. Wondisford, Xiaoyang Su, Eileen White, Zhaohui Feng, Wenwei Hu

**Keywords:** Cancer metabolism, Cancer models, Metabolic disorders

## Abstract

Cancer cachexia is a systemic metabolic syndrome characterized by involuntary weight loss, and muscle and adipose tissue wasting. Mechanisms underlying cachexia remain poorly understood. Leukemia inhibitory factor (LIF), a multi-functional cytokine, has been suggested as a cachexia-inducing factor. In a transgenic mouse model with conditional LIF expression, systemic elevation of LIF induces cachexia. LIF overexpression decreases de novo lipogenesis and disrupts lipid homeostasis in the liver. Liver-specific LIF receptor knockout attenuates LIF-induced cachexia, suggesting that LIF-induced functional changes in the liver contribute to cachexia. Mechanistically, LIF overexpression activates STAT3 to downregulate PPARα, a master regulator of lipid metabolism, leading to the downregulation of a group of PPARα target genes involved in lipogenesis and decreased lipogenesis in the liver. Activating PPARα by fenofibrate, a PPARα agonist, restores lipid homeostasis in the liver and inhibits LIF-induced cachexia. These results provide valuable insights into cachexia, which may help develop strategies to treat cancer cachexia.

## Abstract (web summary)

Cancer cachexia is a systemic syndrome characterized by dramatic weight loss and decline in adipose tissue and skeletal muscle mass. Here, the authors show that overexpression of leukemia inhibitory factor (LIF), a secreted cytokine, suppresses de novo lipogenesis and induces cachexia in mice.

## Introduction

Many cancer patients, especially those in advanced stages, exhibit cachexia, a systemic disorder characterized by involuntary weight loss and the wasting of muscle and adipose tissue^1–3^. Cachexia occurs in up to 80% of patients with advanced cancers and accounts for 20–30% of cancer-associated deaths^1,4,5^. Cachexia also occurs in multiple chronic non-malignant diseases, including infection, chronic obstructive pulmonary disease (COPD), chronic heart failure, end-stage renal failure (ERSF), AIDS, etc.^4^. Cachexia is driven by a combination of reduced food intake, inflammation, and metabolic changes^1,4,5^. Cachexia exhibits many metabolic changes, including perturbed energy balance and the stimulation of catabolism in multiple organs, such as the muscle, fat, liver, and heart^6^. In addition to the typical cachexia symptoms, cancer cachexia often leads to reduced tolerance and diminished therapeutic responses to chemotherapy, which further negatively impact upon the prognosis and survival of patients^1–3^. Clinical management of cancer cachexia remains challenging because of the complexity of this metabolic disorder and the lack of effective therapies. There is an urgent need to gain a better understanding of the mechanisms underlying cachexia, particularly in the context of cancer.

Cancer cachexia may be in part driven by the competition between tumor and host cells for nutrients^1^. Importantly, there is metabolic and signaling crosstalk between organs, including the brain, liver, bone, gut, muscle, and adipose tissues, which contributes to whole-body wasting and the development of the cachectic state. A complex group of tumor- and host-derived inflammatory cytokines and other factors, including tumor necrosis factor-α (TNFα), interleukin-1 (IL-1), interleukin-6 (IL-6), growth/differentiation factor 15 (GDF15), etc., function as important mediators of cachexia^7^. For example, TNFα activates the ubiquitin-proteasome system (UPS) to promote muscle protein breakdown^8^. The elevation of IL-6 during cachexia accelerates muscle and fat wasting^7^. However, the dynamic change of these cytokines during cachexia development and their precise roles in cachexia remain incompletely understood, and single cytokine-targeted approaches have so far shown limited clinical benefits.

Leukemia inhibitory factor (LIF) is a multi-functional cytokine that acts through binding to its receptor complex composed of LIF receptor (LIFR) and glycoprotein 130 (gp130) to activate downstream signaling pathways^9^. LIF is frequently overexpressed in solid tumors, correlating with poor cancer patient prognosis^9,10^. LIF has been suggested as a cachexia-inducing factor. Several human and mouse cancer cell lines, including mouse colorectal carcinoma cell line C26, secrete LIF, which is associated with cachexia development in tumor-bearing mice^9,11^. For example, C26 tumor-bearing mice exhibit progressive body weight loss and poor survival, which can be largely alleviated by LIF neutralizing antibody treatment^11,12^. In vitro, recombinant LIF induces lipolysis in cultured adipocytes^12^. Peripheral LIF administered to mice leads to cachexia-associated adipose loss and body weight loss^12^. However, the role of LIF in cancer cachexia and especially its underlying mechanism are far from clear.

In this study, we generated a transgenic LIF knock-in mouse model that can conditionally induce LIF overexpression. This model allowed us to investigate the role and mechanism of LIF in cachexia. Systemic elevation of LIF levels in mice induced cachexia syndrome with the loss of muscle and adipose tissues, negative energy balance, and impaired survival. Characterizing the metabolic changes in mice during cachexia development revealed decreased hepatic de novo lipogenesis and disrupted lipid homeostasis induced by LIF overexpression in mice. The down-regulation of PPARα, a master regulator of lipid metabolism, is an important mechanism underlying the decreased hepatic de novo lipogenesis. Activating PPARα by feeding mice with the diet containing PPARα agonist fenofibrate restored lipid homeostasis in the liver and significantly inhibited cachexia induced by LIF overexpression. These results demonstrate the systemic effect of LIF on cachexia, unveil a mechanism underlying LIF-induced cachexia, and suggest that activating PPARα to restore hepatic de novo lipogenesis could serve as a potential strategy for cachexia treatment.

## Results

### LIF plays a key role in cachexia development in mice

Previous studies have shown that mice bearing C26 tumors develop cachexia^12,13^, and it has been suggested that the elevated LIF levels produced by C26 tumors contribute to cachexia in the tumor-bearing mice^11^. To confirm that LIF contributes to cachexia in this model, C26 cells with *LIF* knockout (KO) by the CRISPR/Cas9 system (C26-LIF KO) were used to establish subcutaneous (*s.c*.) syngeneic xenograft tumors in Balb/c mice. LIF was highly expressed in tumors formed by C26 cells, but undetectable in tumors formed by C26-LIF KO cells (Fig. S1A). Consistent with previous reports^11–13^, Balb/c mice bearing C26 cell-formed tumors exhibited symptoms of cachexia shortly after tumor formation. Mice bearing tumors at the size of ~400 mm^3^ showed a significant decrease in body weight (Fig. S1B), muscle wasting, and white adipose tissue (WAT) loss as examined by H&E staining (Fig. S1C), which are main characteristics of cachexia, and these mice had a median survival of 15 days (Fig. S1D). Notably, *LIF* knockout in C26 cells greatly mitigated cachexia in tumor-bearing mice. Compared with C26 tumors, the growth of C26-LIF KO tumors was much slower (Fig. S1E). When tumors reached a comparable size, mice bearing C26-LIF KO tumors showed less body weight loss, and reduced muscle and WAT wasting compared with mice bearing C26 tumors (Fig. S1B, C). Consequently, mice bearing C26-LIF KO tumors had a much longer survival than C26 tumor-bearing mice; the majority of mice bearing C26-LIF KO tumors reached the humane endpoint due to tumor size, while only a small percentage of these mice reached the humane endpoint due to cachexia (Fig. S1D). These results demonstrate that high LIF levels produced from C26 tumor cells play a crucial role in cachexia, validating LIF as a crucial tumor-produced cachexia factor.

LIF plays a profound role in promoting the proliferation, growth, survival, and metabolic reprogramming in many solid tumor cells^9,10,14^. Currently, it remains unclear how LIF promotes cachexia. The C26 tumor-induced cachexia model cannot differentiate the contribution of the direct effect of LIF secreted from tumor cells on cachexia from the secondary effects of LIF in promoting the growth, proliferation and nutritional needs of tumor cells on cachexia. To investigate whether systemic elevation of LIF induces cachexia in mice, we generated a transgenic LIF knock-in mouse model (*LIF-tg*^*flox/+*^; referred to as TgL hereafter) by knocking in the mouse *LIF* gene, preceded by the CAG promoter and a transcriptional STOP cassette, into the Rosa26 locus (CAG-STOP-LIF-eGFP-Rosa26TV) using the CRISPR/Cas9 system, as described previously^15,16^ (Fig. 1A). TgL mice were then crossed with R26-Cre^ERT2^ mice to generate TgL/R26-Cre^ERT2^ (referred to as TgLC hereafter) mice (Fig. 1B). Eight-week-old TgLC mice were injected (intraperitoneal, *i.p*.) with tamoxifen (TAM) to induce LIF expression. Age- and gender-matched TgL mice injected with TAM served as controls. TAM injection significantly increased LIF expression levels in TgLC mice, with serum LIF levels at 330 ± 87 pg/mL as determined by ELISA assays (Fig. 1C). These levels are comparable with the serum LIF levels in some cancer patients, including those with pancreatic ductal adenocarcinoma (PDAC) or oesophageal adenocarcinoma (OAC), as reported previously^17–19^. Systemic elevation of the LIF levels quickly induced cachexia in TgLC mice. Mice started to lose weight at ~3 days after TAM injection in TgLC mice (Fig. 1D). After TAM injection, TgLC mice quickly lost fat mass, and subsequently started to lose lean mass at ~3 days after TAM injection, as measured by EchoMRI (Fig. 1E). At 10 days after TAM injection, the average loss of fat and lean mass was 1.63 ± 0.51 g and 5.58 ± 1.35 g, respectively (Fig. 1E). The wasting of the muscle and WAT was validated by H&E assays (Fig. 1F). Cachexia is often associated with anorexia^2,3^. A trend of a slight decrease in body weight and lean mass, and a significant decrease in fat mass were observed in the pair-fed TgL mice with TAM injection compared with the regular-fed TgL mice with TAM injection (Fig. S2A, B). However, the decrease in body weight, lean mass, and fat mass in the pair-fed TgL mice with TAM injection was significantly less than their decrease in TgLC mice with TAM injection (compare Fig. S2A, B vs. Fig. 1E).

**Fig. 1:**
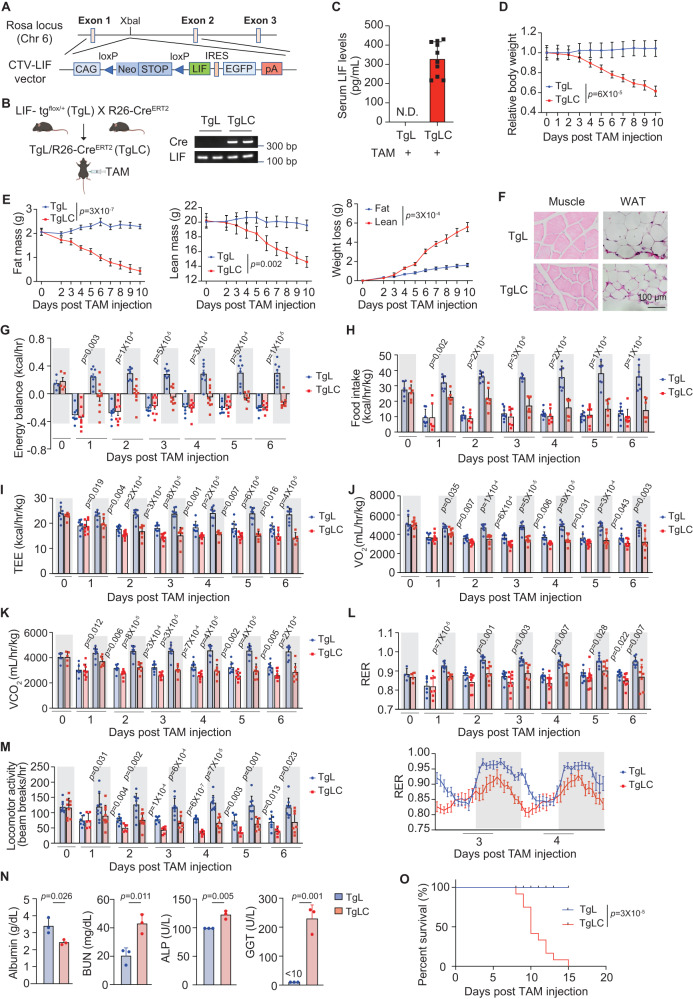
LIF overexpression induces cachexia in the TgLC mice. **A** The strategy to generate *LIF-tg*^*flox/+*^ (TgL) mice. The mouse *LIF* gene, preceded by the CAG promoter and a transcriptional STOP cassette, was knocked into the Rosa26 locus (CAG-STOP-LIF-eGFP-Rosa26TV) using the CRISPR/Cas9 system. **B** The generation of TgL/R26-Cre^ERT2^ (TgLC) mice. Right panel: the genotyping analysis of TgL and TgLC mice by PCR. All mice with the same genotype have similar results. **C** Serum LIF levels in TgL (*n* = 6) and TgLC mice (*n* = 10) with TAM injection measured by the ELISA assay. **D** Mouse body weight post TAM injection in TgL mice (*n* = 6) and TgLC mice (*n* = 14). **E** Fat and lean mass loss post TAM injection in TgL (*n* = 10) and TgLC (*n* = 8) mice. Body composition was measured by EchoMRI. **F** Representative H&E images of muscle and WAT tissues from TgL and TgLC mice with TAM injection. At least three independent biological replicates were performed. **G**–**M** Mice were housed in Promethion metabolic cages. Mice were injected with TAM at the first light cycle (*n* = 4–10/group). Shaded regions represent the dark cycle from 19:00 pm to 7:00 am. Values are hourly means. Energy balance (**G**), food intake (**H**), total energy expenditure (TEE) (**I**), oxygen consumption (VO_2_) (**J**), carbon dioxide production (VCO_2_) (**K**), Respiratory exchange ratio (RER) (**L**) and locomotor activity (**M**) of TgL and TgLC mice post TAM injection were measured. **N** The serum levels of albumin, blood urea nitrogen (BUN), alkaline phosphatase (ALP) and gamma-glutamyl transferase (GGT) reflecting kidney and liver functions in TgL and TgLC mice at 3 days after TAM injection for albumin and 9 days after TAM injection for other parameters (*n* = 3/group). **O** Kaplan-Meier survival curves of mice. The day of TAM injection was denoted as D0. Data are presented as mean ± SEM for (**D**, **E**), and as mean ± SD for (**C**, **G**–**N**). N.D. non-detectable. Each dot represents an individual mouse. Both female and male mice were used. For **G**–**N**: Two-tailed Student’s *t*-test; for **D**, **E** two-way ANOVA followed by Sidak’s multiple comparison test; and for **O** two-tailed Kaplan-Meier survival analysis. Source data are provided as Source Data file.

The reduced body weight of TgLC mice after TAM injection represents a negative energy balance, indicating changes in energy intake and/or energy expenditure (EE). To characterize energy intake and EE in TgLC mice post TAM injection, we employed the Promethion Metabolic Cage System. Energy balance, calculated based on energy intake and EE, was positive during the dark cycle (19:00 pm to 7:00 am) and negative during the light cycle (7:00 am to 19:00 pm) in these mice. TAM injection significantly reduced energy balance in TgLC mice during the dark cycle but not during the light cycle (Fig. 1G). Mice consume most of their food during the dark cycle^20^. TAM injection significantly reduced food intake in TgLC mice, normalized with or without mouse body weight, during the dark cycle but not during the light cycle (Figs. 1H and S2C). The decrease in food intake during the dark cycle appeared from the first dark cycle post TAM injection in TgLC mice and became more pronounced in later days (Figs. 1H and S2C).

Total EE (TEE), which reflects resting metabolism and physical activity, is calculated based on the oxygen consumption (VO_2_) and carbon dioxide production (VCO_2_) by an indirect calorimeter^21^. TEE was significantly reduced in TgLC mice with TAM injection, normalized with or without mouse body weight, in both the dark and light cycles (Fig. 1I, S2D, E). Compared with TgL mice, TAM injection reduced VO_2_ and VCO_2_ in TgLC mice, normalized with or without mouse body weight (Figs. 1J, K and S2F–I). This reduction in both VO_2_ and VCO_2_ was observed in both the dark and light cycles, but it was more pronounced in the dark cycle (Figs. 1J, K and S2F–I). The respiratory exchange ratio (RER), calculated as the ratio between VCO_2_ and VO_2_, reflects the source of metabolic fuel for EE. RER was significantly reduced in TgLC mice post TAM injection during the dark cycle (Fig. 1L), indicating a shift in metabolic fuel from carbohydrate to fat^22^. TAM injection also reduced spontaneous locomotor activity in TgLC mice during both the dark and light cycles (Fig. 1M). These data demonstrate that the reduced food intake, decreased TEE, decreased physical activity, and decreased RER in TgLC mice with LIF overexpression during cachexia development collectively led to the reduced energy balance.

Cachexia can lead to multi-organ failure^1^. LIF overexpression in TgLC mice impaired renal and liver functions, as reflected by the decreased serum levels of albumin and increased serum levels of blood urea nitrogen (BUN), which reflect renal function, and the increased serum levels of alkaline phosphatase (ALP) and gamma-glutamyl transferase (GGT), which reflect liver function, at 3 days after TAM injection for serum albumin levels and 9 days after TAM injection for other parameters (Fig. 1N). TgLC mice with TAM injection had a median survival of 10 days (Fig. 1O). Taken together, these results demonstrate that the systemic elevation of LIF levels induces cachexia in mice.

### LIF overexpression disrupts lipid homeostasis and decreases hepatic de novo lipogenesis in mice

To assess the systemic metabolic changes in TgLC mice with LIF overexpression, we performed metabolomics analyses to measure polar and lipid metabolites in the serum from TgLC and TgL mice with TAM injection. Considering the anorexia induced by LIF overexpression in TgLC mice, we included mice under both fed and fasted conditions for metabolomics analysis. A Heatmap analysis showed changes in polar metabolite levels in the serum between TgLC and TgL mice with TAM injection under both fed and fasted conditions (Fig. S3A). Under the fed condition, there was a trend indicating decreases in several metabolites involved in glucose and amino acid metabolism, including glucose, pyruvate, lactate, glycine, and glutamate in TgLC mice compared with TgL mice (Fig. S3B). A similar change was observed for some metabolites, including glucose, pyruvate, and lactate, between TgLC mice and TgL mice under the fasted condition (Fig. S3B). It has now been recognized that lipid metabolism, including triglyceride (TG) hydrolysis, is a major metabolic pathway involved in the initiation and/or progression of cancer cachexia^4,7,23^. Significant changes in lipid metabolites, notably TGs, were observed in TgLC mice with TAM injection compared with TgL mice with TAM injection under both fed and fasted conditions (Figs. 2A and S3C). These TGs are long-chain triglycerides (LC-TGs), composed of fatty acyl chains containing more than 12 carbon atoms. In TgL mice with TAM injection, under the fed condition, the majority of TGs detected in the serum had a carbon chain equal to or less than 54 (C ≤ 54) (referred to as small LC-TGs hereafter) (Fig. 2A). Fasting of TgL mice with TAM injection led to a significant decrease in TG levels in the serum (Fig. 2A, B). Notably, under the fed condition, the levels of small LC-TGs were significantly lower in TgLC mice with TAM injection compared with TgL mice with TAM injection, and the levels of LC-TGs with a carbon chain larger than 54 (C > 54) (referred to as larger LC-TGs hereafter) were significantly higher in TgLC mice with TAM injection compared with TgL mice with TAM injection (Fig. 2A, C). The changes in these TGs in TgLC mice with TAM injection were not due to food intake, as fasting in TgLC mice did not cause a significant change in the majority of TGs (Fig. 2A, B). Further identification of fatty acids (FAs) that form TGs showed that the majority of small LC-TGs were composed of saturated fatty acids (SFAs), including C14:0, C15:0, C16:0 and C18:0, and the majority of larger LC-TGs were composed of long-chain polyunsaturated fatty acids (LC-PUFAs), including C20:4, C20:5, C22:4, C22:5, C22:6, C24:6 (Supplementary Table 1). Notably, these LC-PUFAs are essential FAs that cannot be synthesized de novo by mice, suggesting that these LC-PUFAs were mainly produced from the lipolysis of other organs^24,25^. The liver is an important organ involved in lipid homeostasis. Considering that TAM-induced LIF overexpression in TgLC mice led to impaired liver functions (Fig. 1N), it is possible that LIF overexpression disrupts proper lipid metabolism in the liver. Here, we compared the levels of lipid metabolites in the liver tissues from TgLC and TgL mice with TAM injection under both fed and fasted conditions. Under the fed condition, LIF overexpression in TgLC mice with TAM injection led to a similar change in the TG levels in the liver tissues as that observed in the serum; TAM injection in TgLC mice resulted in a significant decrease in the levels of the majority of small LC-TGs, which indicated reduced lipogenesis, and a significant increase in the levels of larger LC-TGs (Fig. 2D). The levels of TGs were largely comparable in the liver tissues of TgLC mice with TAM injection under both fed and fasted conditions (Fig. 2D). Similar observations were made in the liver tissues from Balb/c mice bearing C26 or C26-LIF KO tumors (Fig. 2E). Under both fed and fasted conditions, compared with control mice without tumors, mice bearing C26 tumors but not C26-LIF KO tumors at a similar size exhibited a significant decrease in the levels of TGs, especially small LC-TGs, in the liver (Fig. 2E).

**Fig. 2:**
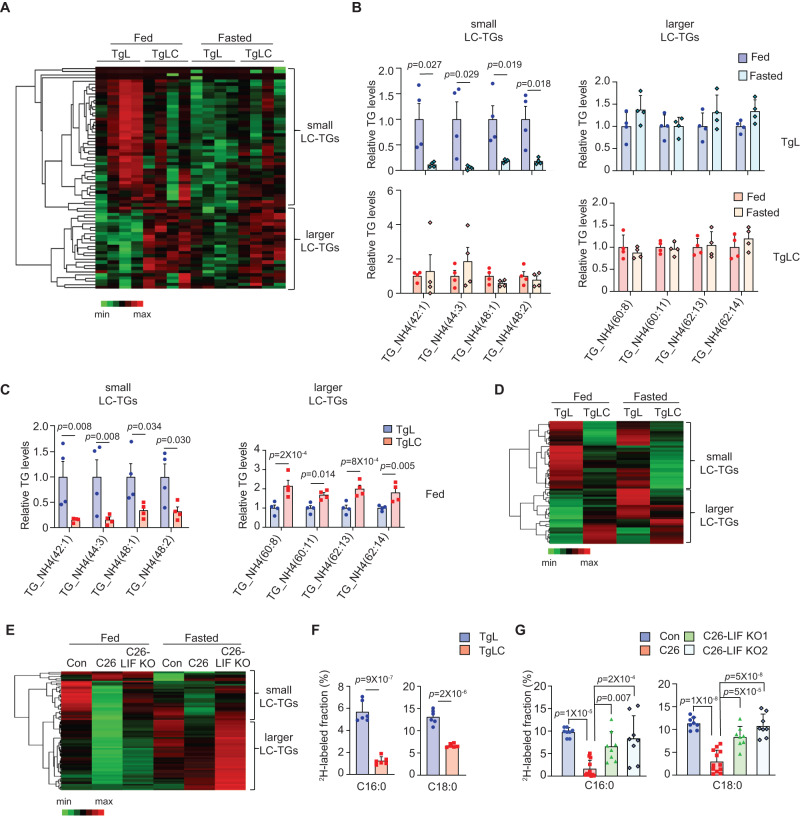
LIF overexpression disrupts lipid homeostasis and decreases hepatic de novo lipogenesis. **A** Heatmap of serum TG levels under fed and fasted conditions in TgL and TgLC mice with small LC-TGs (C ≤ 54) and larger LC-TGs (C > 54) clustered together (*n* = 4/group). **B** Representative serum TG levels in TgL (upper panels) and TgLC (bottom panels) mice injected with TAM under fed and fasted conditions (*n* = 4/group). The TG levels under the fed condition are designated as 1. **C** Representative serum TG levels under the fed condition (*n* = 4/group). The TG levels in TgL mice under the fed condition are designated as 1. **D** Heatmap showing the average TG levels in the livers of TgL and TgLC mice injected with TAM under fed and fasted conditions (*n* = 8/group). **E** Heatmap of the average TG levels in the livers from Balb/c mice with or without C26 or C26-LIF KO tumors (*n* = 6 for control (Con) mice without tumors, *n* = 10 for C26 tumor-bearing mice and *n* = 6 for C26-LIF KO tumor-bearing mice). **F**, **G** Hepatic de novo lipogenesis in TgL and TgLC mice with TAM injection (**F**; *n* = 6/group) and in non-tumor bearing Balb/c mice (*n* = 8) and Balb/c mice bearing C26 (*n* = 12) or C26-LIF KO tumors (*n* = 8) (**G**). Mice drank water containing 20% D_2_O for 7 days before tissue collection. Levels of C16:0 and C18:0 in each group were shown. Data are presented as mean ± SD. Each dot represents an individual biological repeat. Both female and male mice were used. For **B**, **C**, **F** Two-tailed Student’s *t*-test was applied for comparison between two groups; for **G** One-way ANOVA followed by *t*-test with Tukey’s multiple comparison adjustment was applied for comparison among multiple groups. Source data are provided as Source Data file.

To directly examine the effect of LIF on hepatic de novo lipogenesis, we employed deuterated water (D_2_O) tracing experiments to label de novo synthesized FA in vivo^26^. TgLC and TgL mice with TAM injections were provided with drinking water containing 20% D_2_O for 7 days before the liver tissues were collected for lipid metabolomics analysis. LIF overexpression in TgLC mice significantly decreased hepatic de novo lipogenesis as reflected by the decreased levels of de novo synthesized C16:0, and C18:0, which are the most common and abundant forms of SFAs (Fig. 2F). A very similar decrease in hepatic de novo lipogenesis was observed in the mice bearing C26 tumors but not C26-LIF KO tumors at similar sizes, suggesting that tumor-secreted LIF inhibits hepatic de novo lipogenesis in mice (Fig. 2G). Taken together, these results demonstrate that LIF overexpression in mice inhibits hepatic de novo lipogenesis, which may contribute to the decreased levels of small LC-TGs in the serum and liver tissues in TgLC mice with TAM injection and C26 tumor-bearing mice that develop cachexia.

### Blocking the LIF signaling in the liver significantly attenuates cachexia

LIF functions through binding to its receptor complex, which is composed of LIFR and gp130^9^. To investigate the contribution of LIF-induced functional and metabolic changes in the liver to cachexia, we generated a mouse line with a conditional LIF knock-in allele and a conditional LIFR knockout allele (TgL/LIFR^flox/flox^) (Fig. 3A, B). Liver-specific LIF expression and LIFR knockout were induced in TgL/LIFR^flox/flox^ mice by hydrodynamic tail vein injection of Ad5CMVCre-eGFP (Ad-Cre) (Fig. 3A, B). TgL mice with Ad-Cre injection that induces liver-specific LIF expression without LIFR knockout served as controls. Ad-Cre injection induced LIF expression to a comparable level in the liver of TgL and TgL/LIFR^flox/flox^ mice as determined by ELISA assays, and Ad-Cre injection significantly decreased LIFR mRNA levels in the liver of TgL/LIFR^flox/flox^ but not TgL mice as determined by quantitative real-time PCR (qPCR) assays (Fig. 3C, D). STAT3 is a major downstream signaling pathway of LIF, and the levels of STAT3 phosphorylation at Tyr705 (pSTAT3) can reflect STAT3 activity^11,12,14,18^. Ad-Cre injection in TgL mice greatly enhanced the activity of STAT3 in the liver tissues as reflected by the increased levels of pSTAT3 measured by Western-blot assays, whereas Ad-Cre injection in TgL/LIFR^flox/flox^ mice led to only a very limited increase of pSTAT3 levels in the liver tissue (Figs. 3E and S4). Ad-Cre injection quickly induced cachexia in TgL mice, which exhibited body weight loss and short survival (median survival of 5 days) (Fig. 3F, G). Notably, TgL/LIFR^flox/flox^ mice with Ad-Cre injection that have liver-specific LIFR knockout to block the LIF signaling exhibited a less pronounced body weight loss and prolonged survival compared with TgL mice with Ad-Cre injection (Fig. 3F, G). These results demonstrate that blocking the LIF signaling in the liver by liver-specific LIFR knockout significantly attenuates LIF-induced cachexia, suggesting that LIF-induced functional changes in the liver, including its metabolic changes, contribute to LIF-induced cachexia.

**Fig. 3:**
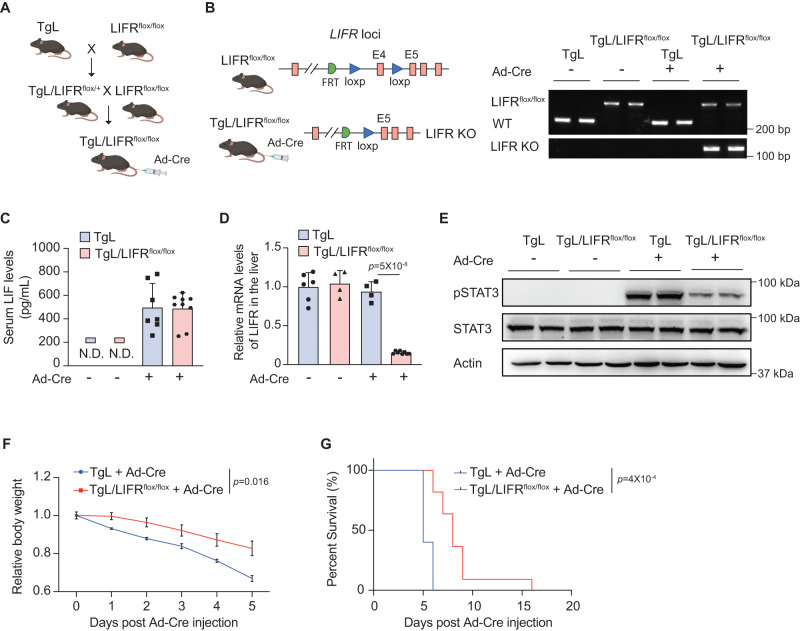
Liver-specific LIFR blockade attenuates cachexia induced by LIF overexpression. **A** The generation of TgL/LIFR^flox/flox^ mice. Liver-specific LIF expression and LIFR knockout was induced in TgL/LIFR^flox/flox^ mice by hydrodynamic tail vein injection of Ad5CMVCre-eGFP (Ad-Cre). **B** The genotyping analysis of TgL and TgL/LIFR^flox/flox^ mice with or without Ad-Cre injection by PCR. All mice with the same genotype have similar results. **C** Serum LIF levels in TgL and TgL/LIFR^flox/flox^ mice with or without Ad-Cre injection (*n* = 7–9/group). **D** Relative LIFR mRNA levels in TgL and TgL/LIFR^flox/flox^ mice with or without Ad-Cre injection (*n* = 4–8/group). **E** The levels of Tyr 705 phosphorylated STAT3 (pSTAT3) and total STAT3 protein in the liver of TgL and TgL/LIFR^flox/flox^ mice with or without Ad-Cre injection determined by Western-blot assays. At least three independent biological replicates were performed. **F** Relative body weight of TgL (*n* = 5) and TgL/LIFR^flox/flox^ (*n* = 10) mice post Ad-Cre injection. **G** Kaplan-Meier survival curves of TgL and TgL/LIFR^flox/flox^ mice post Ad-Cre injection. The day of Ad-Cre injection was denoted as D0. Data are presented as mean ± SD for (**C**, **D**), and as mean ± SEM for (**F**). N.D. non-detectable. Each dot represents an individual biological repeat. Both female and male mice were used. For **D**: one-way ANOVA followed by *t*-test with Tukey’s multiple comparison adjustment; for **F**: two-way ANOVA followed by Sidak’s multiple comparison test; for **G**: two-tailed Kaplan-Meier survival analysis. Source data are provided as Source Data file.

### LIF overexpression reduces the expression of lipogenesis genes in TgLC mice

To investigate the underlying mechanism by which LIF overexpression impairs hepatic de novo lipogenesis, we performed transcriptome analysis using RNA-seq assays to compare the gene expression profiles of the liver tissues of TgLC and TgL mice with TAM injection. 

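Liver RNA from 3 TgL and 4 TgLC mice, all injected with TAM, was sequenced in bulk. TgL mice carry the mouse Lif gene behind a STOP cassette and no Cre, so they are the controls for TgLC mice, in which TAM activates Cre. Lif served to check the labels. Its level was 0.962 ± 0.997 normalized counts (SD, n = 3) in TgL livers and 14.4 ± 7.20 (SD, n = 4) in TgLC livers, and every TgLC mouse lay above every TgL mouse (two-sided exact permutation test, p = 0.0571, the smallest p that 3 mice against 4 allow). The ratio of the means was 14.9, and it was 32.1 without the TgL mouse with 9655446 reads, so it is known only roughly at these low counts. Reads of the transgene and of the native gene cannot be told apart here.
The authors mapped the reads to the mouse genome, counted them per gene and divided each mouse's counts by a DESeq2 size factor, and these normalized counts for 23594 genes are the values used here. In every mouse, 100% of the values were whole multiples of the value of 1 read within a tolerance of 1e-06, so the reads per gene could be recovered. The TgL libraries held 11030699, 9655446 and 9367681 reads in genes, with a median of 9655446. The TgLC libraries held 11905428, 11325974, 12448961 and 12066829 reads, the last pair being the mice labelled YXL3 and YXL4. Genes of the acute-phase response took 2.81% ± 0.197 (SD, n = 3) of the reads in TgL livers and 23.8% ± 0.679 (SD, n = 4) in TgLC livers. Every pair of mice of the same genotype differed by more than the sampling noise of their reads.
Tests used limma on log2(normalized count + 1), with 1 as the pseudocount, over the 13145 genes with a mean of at least 10 normalized counts over the 7 mice. Fold changes of genes with few reads are understated on this scale. The sex of each mouse, the day of collection and the strand setting of the counting are not given in the sources used here, so overlapping and antisense genes are uncertain. Each mouse is one biological sample.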

Among a total of 23,594 genes examined, there were 2271 differentially expressed genes (DEGs) between the liver tissues of TgLC and TgL mice with TAM injection, with 1213 genes being upregulated, and 1058 genes being downregulated (Fig. 4A). 

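Acute-phase genes were among the largest rises in TgLC livers. Saa1 and Saa2, which encode serum amyloid A proteins made by the inflamed liver, rose by log2 fold changes of 8.10 (standard error 0.58, adjusted p = 2.17e-05 from limma) and 8.56 (standard error 0.81, adjusted p = 1.09e-04 from limma), and as near-identical paralogs they may share reads. Their rises were 7.47 and 7.45 without the TgL mouse with 9367681 reads, and 8.94 and 9.68 without the one with 11030699 reads. Lcn2, which encodes the iron-chelator binding protein lipocalin 2, rose 117-fold, from 328 ± 235 normalized counts (SD, n = 3) to 38529.9 ± 3692 (SD, n = 4). Without the TgL mouse with 11030699 reads the TgL mean was 194 and the rise 199-fold. Of 27 positive acute-phase genes, 24 rose and none fell by limma (25 rose when adjusted over the list alone), with Orm2 and Apcs at log2 fold changes of 5.77 and 5.07. The list stood above all other genes by camera, the list test of limma (adjusted p = 3.52e-20), but did not pass camera with an estimated correlation (adjusted p = 0.134), where no list passed.
Socs3, the feedback inhibitor that STAT3 induces, rose from 77.1 ± 26.9 (SD, n = 3) to 2109.6 ± 317 normalized counts (SD, n = 4), a log2 fold change of 4.80 (standard error 0.23). Stat3 and Il6st, which encodes the receptor subunit gp130, rose by log2 fold changes of 1.28 and 1.09. Lifr, the LIF receptor gene, had a log2 fold change of -1.06 that did not pass (adjusted p = 0.0874 from limma), while it passed at -1.41 without the TgLC mouse YXL3 (adjusted p = 0.0132 from limma) and at -1.02 within the 4 mice, 2 of each genotype, whose labels fall in one number series (adjusted p = 2.00e-04 from limma). In the list of LIF receptor and STAT3 signaling, 12 of 21 genes rose and none fell (12 rose and 1 fell when adjusted over the list alone), with a camera adjusted p of 1.65e-04 from limma and an adjusted p = 0.134 with an estimated correlation. Of 10 neutrophil markers listed, 5 were tested, and 4 of these rose by limma (4 when adjusted over the list alone). Among them were S100a8 at 2.61 and Retnlg at 3.44 (camera adjusted p = 0.00972, and adjusted p = 0.384 with an estimated correlation). The markers not tested had a mean under 10 normalized counts, so it is not known whether they moved too. Without the TgLC mouse with 11905428 reads the neutrophil camera adjusted p from limma was 0.0726, and without the one with 11325974 reads it was 0.0800.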

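Among DEGs with non-overlapping groups and a mean of at least 5 CPM, the 10 largest rises were A2m, Saa2, Saa1, Sfrp5, Slc10a6, Lcn2, Obp2a, Isyna1, Ly6d and Serpina3c, with log2 fold changes from 6.26 to 9.56. Serpina3c was at 5.63 and A2m at 7.15 without the TgL mouse with 9367681 reads, and A2m was at 11.58 without the one with 11030699 reads and at 10.38 without the TgLC mouse YXL3. Among the 10 largest falls were A1bg, Cyp2c69, Car3, Mup12, Hamp2, Mup17, Mup18, Hao2 and Cyp2a4, from -9.91 to -7.31. A1bg was at -8.89 and -10.79 without the same TgL mice. Car3, the gene of carbonic anhydrase 3, fell from 15684 ± 3611 normalized counts (SD, n = 3) to 42.7 ± 18.6 (SD, n = 4). Mup12, a member of the major urinary protein family whose copies may share reads, was at 466 ± 349 (SD, n = 3) in TgL mice and had no read in the 4 TgLC mice. Mup18 passed at an adjusted p of 0.0279 from limma and missed the threshold without either of the TgL mice with 11030699 and 9655446 reads (adjusted p = 0.117 and 0.116 from limma) and without either of the TgLC mice with 11325974 reads and YXL4 (adjusted p = 0.0517 and 0.0575 from limma). Its log2 fold change of -7.53 was -11.00 without the remaining TgL mouse.
At an adjusted p under 0.05 by limma and a fold change of at least 2, 1864 of the 13145 genes tested differed, 990 higher and 874 lower in TgLC livers. For 1812 of them the groups did not overlap. That held for 41.1% of all genes tested, against 5.71% by chance. With no fold threshold 4104 genes passed, and the number was 2586 without the TgL mouse with 11030699 reads and 2694 without the one with 9655446. By edgeR on the recovered reads 1061 genes were higher and 940 lower with DESeq2 size factors. With library totals in their place edgeR gave 721 higher and 1690 lower, and the median of all genes moved by -0.31 on the log2 scale. The 4 mice of one label series alone gave 2193 DEGs, 1187 higher and 1006 lower. The 3 mice outside it gave 843, with 496 higher and 347 lower, in a limma fit chosen after the data were seen that assumes that its single TgL mouse varies like the others.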

Kyoto Encyclopedia of Genes and Genomes (KEGG) pathway enrichment analysis of the DEGs revealed that the top-ranked pathway was metabolic pathways (Fig. 4B), which aligns with the results from the metabolomics analysis showing changes in the levels of many metabolites in the liver tissues of TgLC mice with TAM injection. 

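Of 42 cytochrome P450 genes of drug metabolism, 26 fell and 4 rose in TgLC livers by limma (27 and 4 when adjusted over the list alone), with a median log2 fold change of -1.59. Cyp2f2 fell from 7269 ± 823 normalized counts (SD, n = 3) in TgL livers to 135 ± 41.3 (SD, n = 4) in TgLC livers, while Cyp3a13 rose by 1.56 on the log2 scale (standard error 0.12). Of 43 genes that conjugate drugs and hormones to glutathione, glucuronide or sulfate, 31 fell and 2 rose (31 and 3 when adjusted over the list alone). Among them Gstm1, a glutathione S-transferase, was 5.58-fold lower and Gstp1 was 2.33-fold higher. Members of both families resemble each other and may share reads.
Of 24 retinol genes, 11 fell and 3 rose (11 and 3 when adjusted over the list alone), among them Rdh16, a retinol dehydrogenase, which dropped from 1471 ± 374 (SD, n = 3) to 162 ± 6.53 normalized counts (SD, n = 4). Of 20 genes of bile acid synthesis and transport, 12 fell and 1 rose (12 and 1 when adjusted over the list alone), among them Slco1a1, an uptake transporter, at a log2 fold change of -5.54. Camera set each list below all other genes at adjusted p = 3.14e-09 for P450 genes, 1.40e-10 for conjugation, 0.00500 for retinol and 1.70e-04 for bile acids, all from limma. None held at adjusted p = 0.211, 0.230, 0.230 and 0.249 with an estimated correlation.
The next 2 lists did not pass the camera test of limma (adjusted p = 0.560 and 0.114). Among 15 genes of gluconeogenesis and amino acid breakdown, 3 rose and 3 fell (4 and 3 when adjusted over the list alone), with Sds, which breaks down serine, 2.20-fold higher. Of 23 genes of cholesterol synthesis, 4 fell and 1 rose (4 and 1 when adjusted over the list alone). That list passed camera without the TgL mouse with 9655446 reads (adjusted p = 0.0372 from limma) and without YXL4 (adjusted p = 0.0114 from limma). With all mice and an estimated correlation its camera adjusted p was 0.811. Of 13 genes of the exocrine pancreas, all 13 were lower in TgLC livers (13 when adjusted over the list alone), and the summed level of the 15 genes listed was 801 to 1280.0 normalized counts in the TgL mice and 39.0 to 53.6 in the TgLC mice. Pancreas tissue carried along with the TgL livers may be the source, or low expression in the liver itself, and this could not be decided. Of 10 hepatocyte markers 5 fell and 1 rose (5 and 1 when adjusted over the list alone), with a median of -0.59. Camera put these markers below all other genes (adjusted p = 0.0215 from limma). They did not pass camera on ranks (adjusted p = 0.0574) or with an estimated correlation (adjusted p = 0.301). The lists were written before the values were seen, and the KEGG enrichment itself was not rerun.

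**Figure D1:**
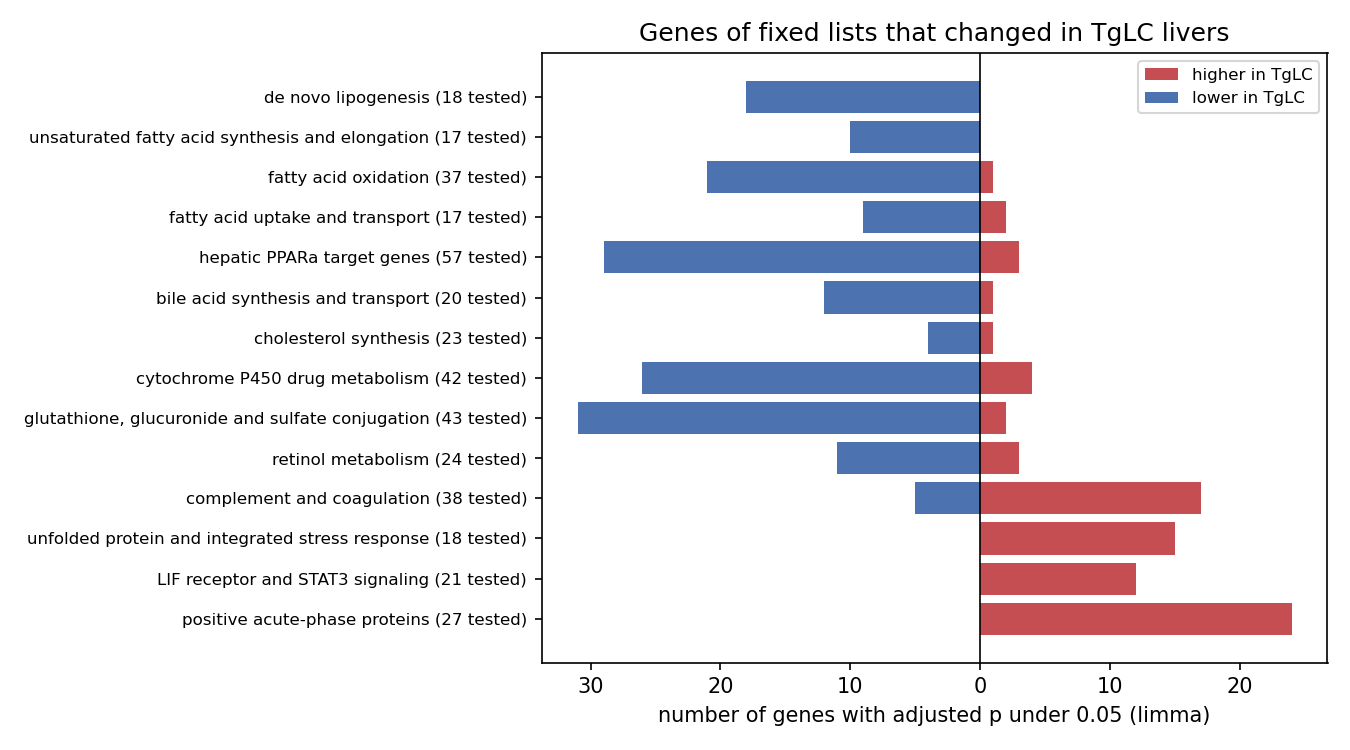
Genes of 14 lists that changed in TgLC livers. Each bar gives the number of genes of a list with an adjusted p under 0.05 from limma, to the right where the gene was higher in the 4 TgLC mice and to the left where it was lower than in the 3 TgL mice, with the number tested beside each name. Acute-phase genes lie to the right at 24 of 27, and conjugation genes mostly to the left at 31 of 43.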

PPARs are nuclear receptors that function as transcription factors regulating the expression of genes involved in lipid metabolism^27,28^. KEGG analysis showed that many of the DEGs were enriched in the PPAR signaling pathway (Fig. 4B). 

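Genes of the PPAR signaling pathway were over-represented among the DEGs by Fisher's exact test, mostly through lower members. Camera put the list below all other genes at adjusted p = 3.36e-04 from limma, a call that was lost at adjusted p = 0.230 with an estimated correlation. Of 83 genes listed after the KEGG map from memory, 80 had a value and 65 were tested. Of these 65, 21 were DEGs, 18 lower and 3 higher in TgLC livers. The paper drew most of them as DEGs of these same mice in Fig. 4F, with all 3 higher ones (Lpl, Fabp7 and Acaa1a). The over-representation is therefore not independent evidence. Cyp7a1, the rate-limiting enzyme of bile acid synthesis, fell from 1106 ± 377 normalized counts (SD, n = 3) to 34.1 ± 12.8 (SD, n = 4). Acaa1b, a thiolase of peroxisomal fatty acid oxidation, had a log2 fold change of -4.88 (standard error 0.29, adjusted p = 9.11e-06 from limma). The odds of being a DEG were 2.91 times those of the other genes tested (one-sided Fisher's exact test, p = 1.57e-04, adjusted p = 5.86e-04 over the lists). For lower DEGs alone the odds ratio was 5.47 (adjusted p = 6.26e-07 in the same exact test over limma calls), and for higher DEGs the adjusted p was 1.00. Within the 4 mice of one label series the odds ratio was 3.10. Within the 3 mice outside it, where the calls rest on a single TgL mouse, it was 4.09.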

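Of 157 genes of lipid metabolism tested, 76 fell, 10 rose and 71 did not pass by limma (81 fell and 12 rose when adjusted over the list alone), with a median log2 fold change of -0.58. The camera test put lipid metabolism below all other genes at adjusted p = 1.67e-08 from limma, a call that did not hold at adjusted p = 0.308 with an estimated correlation. Elovl2, which elongates polyunsaturated fatty acids, was 3.18-fold lower, from 6722 ± 610.0 normalized counts (SD, n = 3) to 2116 ± 187 (SD, n = 4). Vldlr, the gene of a lipoprotein receptor, had a log2 fold change of -3.76 (standard error 0.37, adjusted p = 1.32e-04 from limma). Gpat3, an acyltransferase of triglyceride synthesis, went the other way, at 3.49-fold higher, a log2 fold change of 1.91 that also passed, at a smaller size, within the 4 mice of one label series (adjusted p = 0.00206 from limma). By part, 21 of 37 genes of fatty acid oxidation fell and 1 rose (22 and 2 when adjusted over the list alone), 10 of 17 genes of unsaturated fatty acid synthesis and elongation fell and none rose (11 fell when adjusted over the list alone), and 9 of 17 genes of fatty acid uptake fell and 2 rose (9 and 3 when adjusted over the list alone). Of 25 genes of triglyceride synthesis and lipid droplets, 6 fell and 4 rose (6 and 4 when adjusted over the list alone).
In the PPAR signaling list 26 of the 65 genes fell and 4 rose (28 and 7 when adjusted over the list alone). With the preset correlation the 4 mice of one label series gave camera adjusted p values of 8.87e-10 for lipid metabolism and 4.08e-04 for PPAR signaling from limma. Of the 13 genes encoded by mitochondrial DNA, 4 were lower (4 when adjusted over the list alone).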

Gene-set enrichment analysis (GSEA) revealed that both lipid metabolism and PPAR signatures were downregulated in the livers of TgLC mice with TAM injection (Fig. 4C). 

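Ppara (PPARa), the gene of the receptor PPARα, was 3.74-fold lower in TgLC livers, at 366 ± 39.6 normalized counts (SD, n = 4) against 1369 ± 239 (SD, n = 3) in TgL livers. Ppargc1b (PPARGC1b), which encodes the coactivator PGC-1β, was 5.16-fold lower, at 18.4 ± 2.36 (SD, n = 4) against 95.1 ± 43.7 (SD, n = 3). Log2 fold changes were -1.89 (standard error 0.15, adjusted p = 4.23e-05 from limma) and -2.18 (standard error 0.35, adjusted p = 0.00185 from limma), and for both genes every TgLC mouse lay below every TgL mouse. Within the 4 mice of one label series they were -2.17 and -2.55. Within the 3 mice outside it Ppara was at -1.46 (adjusted p = 0.0266 from limma), and Ppargc1b at -1.35 did not pass (adjusted p = 0.133 from limma).
The 3 other members did not pass. Pparg, the gene of the adipogenic receptor PPARγ, was at 55.5 ± 9.71 (SD, n = 3) and 92.8 ± 27.4 (SD, n = 4), a log2 fold change of 0.70 (adjusted p = 0.0641 from limma). Ppargc1a, the gene of PGC-1α, had one of -0.55 (adjusted p = 0.167 from limma). Both passed without the TgLC mouse with 11905428 reads, Pparg at 0.87 (adjusted p = 0.0203 from limma) and Ppargc1a at -0.80 (adjusted p = 0.0146 from limma). Ppard had a log2 fold change of 0.22 (adjusted p = 0.595 from limma) that turned to -0.21 with edgeR under library totals and to -0.67 within the 3 mice outside the label series. It passed without the TgL mouse with 9367681 reads, at 0.64 (adjusted p = 0.0300 from limma), and in one label series, at 0.70 (adjusted p = 0.0191 from limma). Of the 5 genes as a list, 2 fell and none rose (2 fell and 1 rose when adjusted over the list alone).

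**Figure D2:**
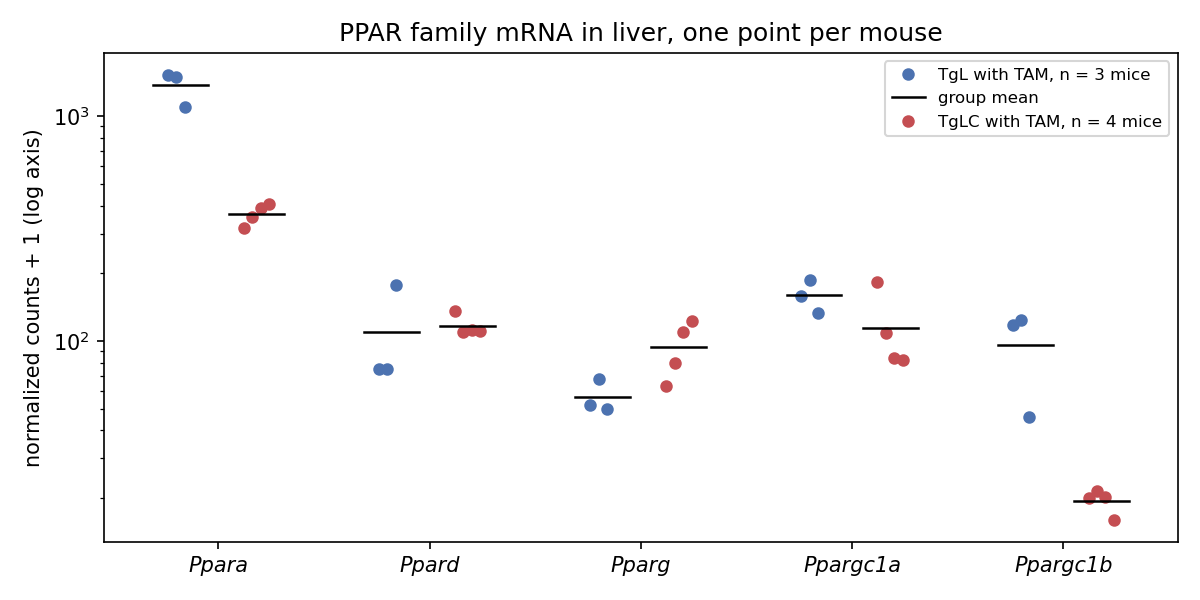
Normalized counts of the 5 PPAR family genes in liver, plus 1 and on a log axis. Each point is a mouse, blue for the 3 TgL mice and red for the 4 TgLC mice with TAM injection, and black bars are group means. Ppara and Ppargc1b separate the groups, whereas the points of Ppard, Pparg and Ppargc1a overlap.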

The results of the RNA-seq assays showed that among the 5 PPAR family member genes (*PPARa*, *PPARd*, *PPARg*, *PPARGC1a* and *PPARGC1b*), the mRNA levels of *PPARa* and *PPARGC1b* were significantly reduced in the liver tissues of TgLC mice with TAM injection compared with TgL mice with TAM injection (Fig. 4D). 

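In TgL livers Ppara stood far above the rest of its family. Its level was 7.98 ± 1.73 times (SD, n = 3 mice) that of the next highest member of the same mouse, and 6.20 times in the mouse where the gap was smallest. The next highest was Ppargc1a in 2 of these mice and Ppard in 1. In TgLC livers the ratio was 2.96 ± 0.825 (SD, n = 4 mice), with a lowest value of 1.74, so Ppara was still the highest of the 5 in each of the 7 mice. Normalized counts were not divided by gene length, which limits comparisons between genes.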

*PPARa* is the most abundant of the PPAR family that is expressed in the liver; its basal expression levels in liver tissues were much higher than those of other PPAR family members (Fig. 4D). The qPCR results showed that the expression of *PPARa* is most abundant in mouse liver tissues compared with its expression in other tissues, including the heart, muscle, and spleen (Fig. S5A). *PPARa* encodes for PPARα, a master transcription factor for several genes involved in lipogenesis, including *ACLY*, *FASN*, *ACSL1*, and *ACSL5*^29,30^. 

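Known targets of PPARα fell only in part. Of 63 hepatic PPARα targets, listed before the values were seen, 57 were tested, and 29 fell and 3 rose in TgLC livers by limma (31 and 5 when adjusted over the list alone), with a median log2 fold change of -0.65. Cyp4a10 and Cyp4a14, fatty acid ω-hydroxylases that may share reads, fell 6.03-fold and 9.56-fold, Cyp4a10 from 3301 ± 567 normalized counts (SD, n = 3) to 547 ± 394 (SD, n = 4). Abcd3, which imports fatty acids into peroxisomes, had a log2 fold change of -1.37 (standard error 0.12, adjusted p = 5.82e-05 from limma). Ehhadh, a peroxisomal enzyme of the same route, was at -1.18 (standard error 0.26, adjusted p = 0.00895 from limma). Cpt1a, which brings fatty acids into mitochondria and is named here after its value was seen, did not pass, at a log2 fold change of 0.08 (adjusted p = 0.683 from limma) whose sign changed between alternatives, as at -0.064 without the TgL mouse with 9367681 reads. By camera the list lay below all other genes (adjusted p = 5.39e-06 from limma), but it did not pass with an estimated correlation (adjusted p = 0.384). In this list 22 genes were DEGs, 20 lower and 2 higher. The paper drew some of them as DEGs of these same mice in Fig. 4F, among them Acsl1, Fabp1 and Cyp4a10. Both higher ones, Lpl and Acaa1a, are among these too. The direction of the list is therefore not fully independent evidence.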

The RNA-seq data showed differential expression of 72 PPARα targets in the liver tissues of TgLC mice with TAM injection compared with TgL mice with TAM injection (Fig. 4E). Among them, 25 DEGs mapped to the PPARα signaling pathway are involved in lipid metabolism, including 9 genes (*ACLY*, *FASN*, *ACSL1*, *ACSL5*, *ME1*, *FADS2, SCD1, SCD3* and *SCD4*) involved in lipogenesis (Fig. 4F). 

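Lipogenesis genes were lower throughout. Acly, which makes the cytosolic acetyl-CoA for lipogenesis, fell from 7236 ± 3347 normalized counts (SD, n = 3) in TgL livers to 1317 ± 107 (SD, n = 4) in TgLC livers, a log2 fold change of -2.35 (standard error 0.28, adjusted p = 3.52e-04 from limma). Fasn, the fatty acid synthase gene, was 4.01-fold lower (adjusted p = 0.00207 from limma). Scd1, the stearoyl-CoA desaturase of the liver, fell from 99522 ± 73422 (SD, n = 3) to 1577 ± 1289 (SD, n = 4), with a TgL mean of 57996 without the TgL mouse with 9367681 reads and a TgLC mean of 1002 without the TgLC mouse with 11905428 reads. Acsl1 and Acsl5, which activate fatty acids with CoA, had log2 fold changes of -1.75 and -1.49, and Me1, a source of NADPH, and Fads2, a desaturase, had -1.99 and -3.06. Scd3, a paralog of Scd1 that may share reads with it, was at 48.9 ± 41.4 normalized counts (SD, n = 3) in TgL mice, with 2 reads in 1 TgLC mouse and none in the other 3. Without the TgL mouse with 9367681 reads its TgL mean was 27.9 and it fell under the minimum for a test. Scd4 was at 6.31 ± 6.02 (SD, n = 3) in TgL mice, or 2.83 without the same mouse, with 1 read over the TgLC mice, under the minimum of 10, and was not tested. All 8 genes tested fell by limma (8 when adjusted over the list alone). The study chose this list on these mice, so its direction is not independent evidence. Within the 4 mice of one label series 8 fell too, and 8 within the 3 mice outside it.
The wider set of 25 genes of Fig. 4F held 21 that were tested. All 21 were DEGs, 18 lower and 3 higher. The paper took the 25 from its DEGs of these same mice, so this is not independent evidence. Fabp1, the liver fatty acid binding protein, was 5.44-fold lower, and Fabp2 2.64-fold. Cyp8b1, which directs bile acid synthesis to cholic acid, had a log2 fold change of -5.58 (standard error 0.62, adjusted p = 2.52e-04 from limma), or -4.94 without the TgLC mouse YXL3. Cyp27a1 of the same pathway had one of -1.28 and Apoa5 one of -1.05. Lpl, the lipoprotein lipase gene, rose by 1.55 (adjusted p = 0.0147 from limma), Fabp7 by 1.38 (adjusted p = 0.0134 from limma) and Acaa1a, a thiolase that may share reads with Acaa1b, by 1.16 (adjusted p = 0.00834 from limma). Lpl did not pass without the TgL mouse with 9655446 reads (adjusted p = 0.0542 from limma), nor Fabp7 without the one with 9367681 reads (adjusted p = 0.0523 from limma), and within one label series Fabp7 was at 0.70 and did not pass (adjusted p = 0.0734 from limma), while Acaa1a moved to 0.61. Acaa1a was under the 2-fold threshold without the TgL mouse with 9367681 reads (0.92) and without YXL3 (0.99). Apoa5 was so without the TgL mice with 11030699 and 9655446 reads (-0.93 and -0.95) and without the TgLC mouse with 11325974 reads (-0.97). With 1 mouse left out at a time, 18 to 21 of the 25 were DEGs, and 14 in the 3 mice outside the label series. Below the minimum lay Fabp6 at 6.07 ± 8.87 (SD, n = 3) with 1 read over the TgLC mice, where the groups overlap and the TgL mean was 0.945 without the TgL mouse with 9367681 reads, Cpt1c at 2.62 ± 1.27 and 9.59 ± 0.619, and Olr1, with no read in TgL mice and 8.06 ± 4.97 in TgLC mice.

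**Figure D3:**
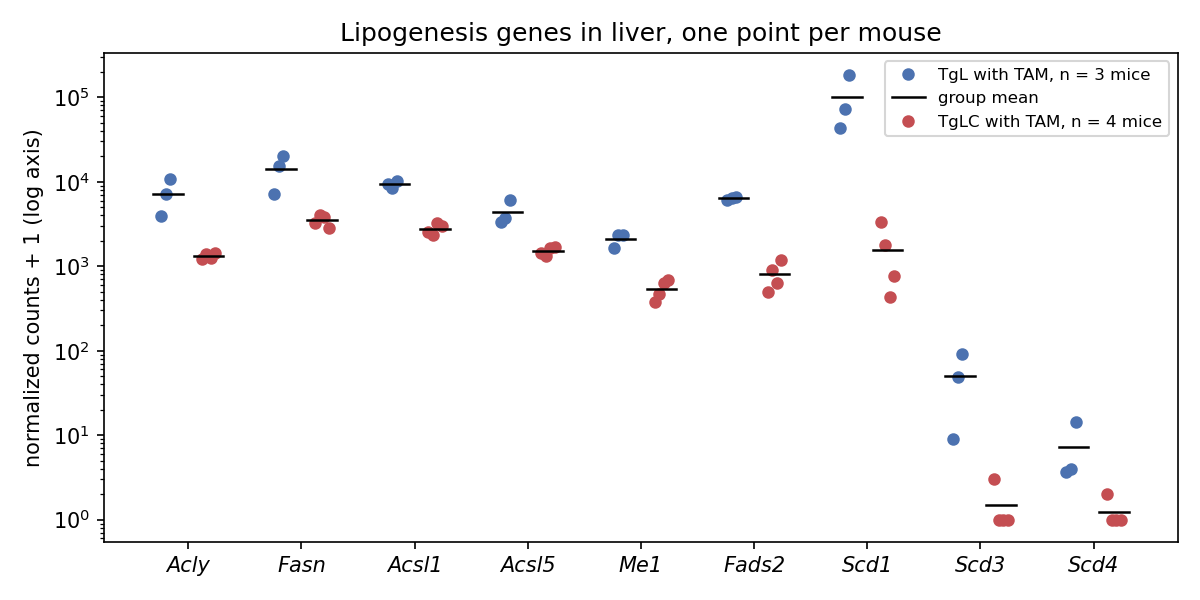
Normalized counts of the 9 lipogenesis genes in liver, plus 1 and on a log axis. Each point is a mouse, blue for the 3 TgL mice and red for the 4 TgLC mice with TAM injection, and black bars are group means. The groups separate at every gene, and Scd3 and Scd4 lie near 0 reads in the TgLC mice.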

The expression changes of PPARα and 4 target genes (*ACLY*, *FASN*, *ACSL1*, *ACSL5*) were validated at both mRNA and protein levels by qPCR and Western-blot assays, respectively (Fig. 4G, H). The decrease in PPARα and ACLY levels was predominantly observed in hepatocytes in the livers of TgLC mice with TAM injection as examined using immunohistochemistry (IHC) assays (Fig. S5B). No obvious changes in the *PPARa* mRNA levels were observed in the livers of the pair-fed TgL mice with TAM injection, indicating that the decrease of *PPARα* is not due to reduced food intake (Fig. S5C). Consistently, a significant decrease in the mRNA levels of *PPARa*, *ACLY*, *FASN*, *ACSL1* and *ACSL5* was observed in the livers of C26 tumor-bearing mice compared with control mice (Fig. S5D). Notably, little to no change in the mRNA levels of these genes was observed in the livers of C26-LIF KO tumor-bearing mice (Fig. S5D). These results reveal that LIF overexpression decreases the expression levels of *PPARa* and its target genes, especially those involved in lipogenesis in liver tissue, which may lead to decreased hepatic lipogenesis in TgLC mice with TAM injection and C26 tumor-bearing mice.

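All 18 genes of a list of de novo lipogenesis written before the values were seen fell in TgLC livers by limma (18 when adjusted over the list alone), with a median log2 fold change of -2.27. Mlxipl, which encodes the carbohydrate-sensing regulator ChREBP, fell from 3915 ± 305 normalized counts (SD, n = 3) to 817 ± 198 (SD, n = 4), a log2 fold change of -2.29 (standard error 0.19, adjusted p = 5.48e-05 from limma). Srebf1, the gene of the lipogenic regulator SREBP-1, had one of -1.69 (standard error 0.26, adjusted p = 0.00141 from limma). Srebf1 is named after its value was seen. Acacb, an acetyl-CoA carboxylase, had -2.78, and Gpam, the first acyltransferase of triglyceride synthesis, -1.69. Camera placed the list below all other genes at adjusted p = 1.40e-10 from limma, but it did not pass with an estimated correlation (adjusted p = 0.230). Of the 18 genes, 17 were DEGs. The study names 4 of them too, Acly, Fasn, Me1 and Scd1, and whether it fell further than the PPARα targets as a whole was not tested.
The paper starts from the DEGs, notes that they and the gene sets point to PPAR signaling, and finds Ppara, the most abundant member in liver, reduced together with lipogenic genes that PPARα regulates. From this, and from its qPCR, Western-blot and tumor experiments, the paper concludes that LIF overexpression lowers Ppara and its targets, above all those of lipogenesis, and it proposes that this leads to less hepatic lipogenesis. The samples analysed here bear on the TgLC mice only.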

**Fig. 4:**
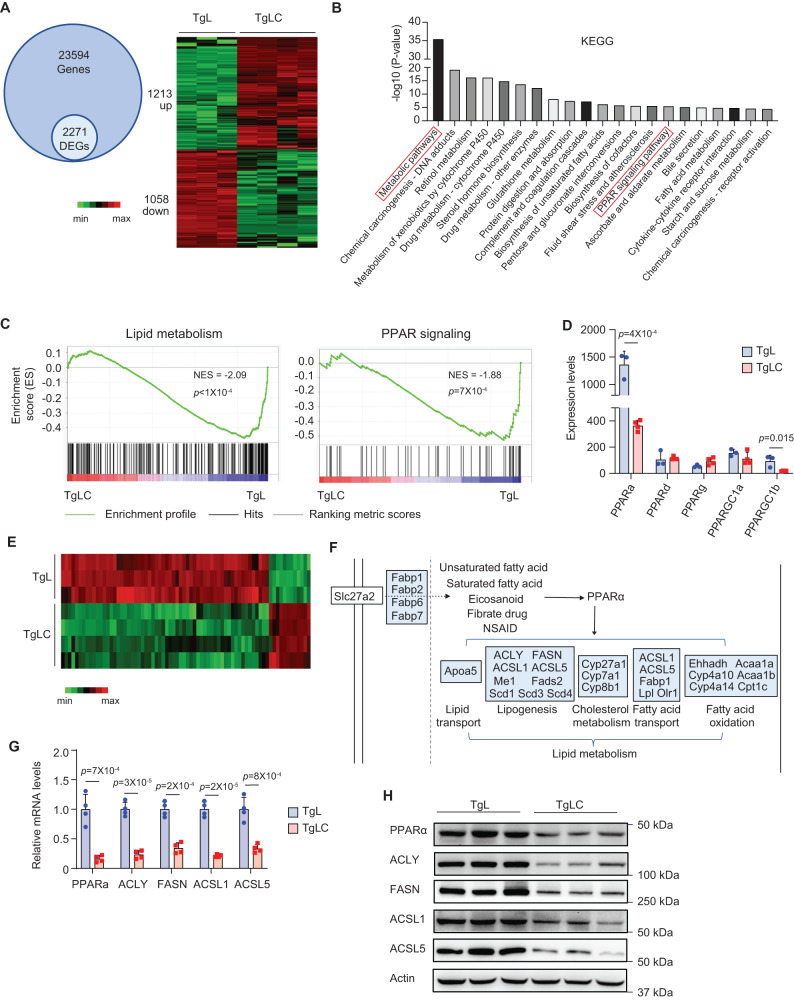
LIF overexpression downregulates the PPARα signaling pathway. **A** RNA-seq results showing gene expression levels in the liver from TAM-injected TgLC (*n* = 4) and TAM-injected TgL mice (*n* = 3). The number of identified genes and DEGs were shown (left). The DEGs were shown in the Heatmap (right). **B** KEGG analysis of DEGs by the DAVID database. **C** GSEA enrichment plots for lipid metabolism (left) and PPAR signaling pathway (right). **D** RNA-seq results showing the expression levels of genes (*PPARa*, *PPARd*, *PPARg*, *PPARGC1a* and *PPARGC1b*) encoding for five PPAR family members (*n* = 3 for TgL group, *n* = 4 for TgLC group). **E** Heatmap of PPARα target genes among the DEGs in the liver from TgLC and TgL mice with TAM injection. **F** KEGG map of PPARα signaling pathway. DEGs were mapped to the “PPARα signaling pathway”, according to the “PPARs signaling pathway” map in KEGG with some modifications. DEGs are colored in blue. **G**, **H** Validation of expression levels of *PPARa* and some of its target genes after LIF overexpression by qPCR assays (**G**; *n* = 4/group**)** and Western-blot assays (**H**). At least three independent biological replicates were performed. All data are presented as mean ± SD. Each dot represents an individual mouse. Both female and male mice were used. For **D**, **G:** two-tailed Student’s *t*-test. Source data are provided as Source Data file.

### LIF overexpression downregulates the expression of *PPARa* via the activation of STAT3 signaling in hepatic cells

LIF exerts its functions through the regulation of various downstream signaling pathways in a highly tissue-, development- and context-specific manner^9^. To investigate the mechanism underlying the downregulation of *PPARa* expression in liver tissue by LIF overexpression, we examined a panel of LIF-regulated downstream pathways, including the STATs, AKT, ERK, and MAPK signaling pathways, in the liver tissues of TgLC and TgL mice with TAM injection. LIF overexpression induced by TAM in TgLC mice clearly enhanced the activity of STAT3 in liver tissues, as reflected by increased levels of pSTAT3, without affecting the total STAT3 protein levels measured by Western-blot and IHC assays (Figs. 5A and S6A). No major changes in the pSTAT3 levels were observed in the liver tissues of the pair-fed TgL mice with TAM injection when compared with the liver tissues of the regular-fed TgL mice with TAM injection (Fig. S6B). Aside from STAT3 signaling, there was no clear activation of other signaling pathways in the livers of TgLC mice with TAM injection (Fig. 5A). Similarly, recombinant mouse LIF protein (rLIF) treatment increased pSTAT3 but not total STAT3 protein levels in primary cultured mouse hepatic cells isolated from wild-type C57BL6/J mice (Fig. 5B). rLIF treatment also markedly decreased the expression of *PPARa* in primary mouse hepatic cells (Fig. 5C). A putative STAT3 binding site was identified in the promoter of the *PPARa* gene (Fig. 5D). Employing chromatin immunoprecipitation (ChIP) assays, we found that the anti-STAT3 antibody can immunoprecipitate chromatin fragments corresponding to the potential STAT3 binding site in the *PPARa* promoter in hepatic cells treated with rLIF, but not in cells without rLIF treatment, indicating that LIF activates STAT3 to promote its binding to the *PPARa* promoter (Fig. 5E). To further investigate whether LIF-induced STAT3 activation mediates the downregulation of *PPARa* by LIF in hepatic cells, we examined the effect of rLIF on *PPARa* expression in the primary hepatic cells treated with small molecule inhibitors specific for STAT3 and siRNAs targeting STAT3, respectively, to block STAT3 signaling. The downregulation of *PPARa* expression by rLIF in primary hepatic cells was largely abolished by two small molecule STAT3 inhibitors, Stattic and Galiellalactone, as well as by two siRNA oligos targeting STAT3 (Fig. 5F, G). Collectively, these results indicate that LIF overexpression downregulates *PPARa* expression in hepatic cells, mainly through the activation of STAT3 signaling.

**Fig. 5:**
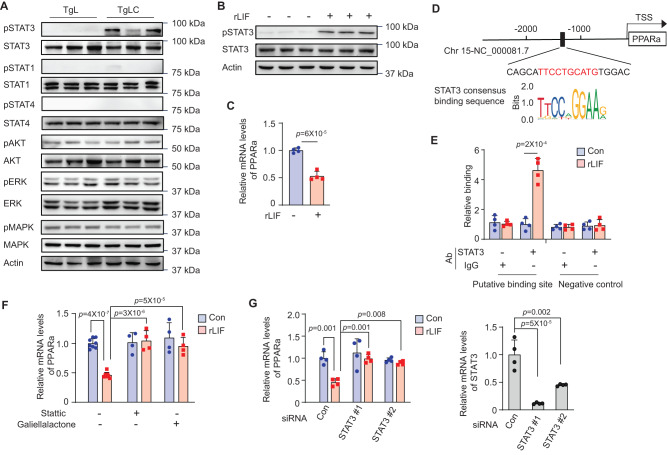
LIF downregulates the expression of *PPARa* via the activation of the STAT3 signaling in hepatic cells. **A** LIF overexpression increased the levels of pSTAT3 but not total STAT3 protein or other LIF downstream pathways, including STAT1, STAT4, AKT, ERK, and MAPK in the liver of TgLC mice post TAM injection as determined by Western-blot assays. At least three independent biological replicates were performed. **B** rLIF treatment (100 ng/ml for 30 min) of primary mouse hepatic cells increased the levels of pSTAT3 but not total STAT3 protein as determined by Western-blot assays. Three replicates were presented in each group. At least three independent biological replicates were performed. **C** rLIF treatment decreased the mRNA levels of *PPARa* in primary cultured hepatic cells (*n* = 4/group). **D** The sequence and location of a putative STAT3 binding site in the mouse *PPARa* promoter region. TSS: transcription start site. **E** rLIF increased the binding of STAT3 to a putative STAT3 binding site in the promoter of *PPARa* as determined by ChIP assays in primary mouse hepatic cells. A chromatin region without STAT3 binding site was included as a negative control (*n* = 4/group). **F** Blocking STAT3 by STAT3 inhibitors, Stattic (2 μM) or Galiellalactone (5 μM), largely abolished the inhibitory effect of rLIF on the expression of *PPARa* in primary mouse hepatic cells. The mRNA levels of *PPARa* were determined by qPCR assays and normalized to β-actin (*n* = 4–8/group). **G** STAT3 siRNAs largely abolished the inhibitory effect of rLIF on *PPARa* expression in primary mouse hepatic cells. Left: relative *PPARa* mRNA levels; right: relative STAT3 mRNA levels in primary cultured hepatic cells (*n* = 4/group). All data are presented as mean ± SD. Both female and male mice were used. For **C**, **E**: two-tailed Student’s *t* test; for **F**, **G**: one-way ANOVA followed by *t*-test with Tukey’s multiple comparison adjustment. Source data are provided as Source Data file.

### Activating PPARα by fenofibrate restores lipid homeostasis in the liver and inhibits cachexia

Our results demonstrate that LIF overexpression downregulates PPARα expression and its target genes involved in lipogenesis, which suggest that LIF overexpression may decrease lipogenesis and disrupt lipid homeostasis in the liver, thereby inducing cachexia. To test this hypothesis, we employed fenofibrate, a fibric acid derivative widely used as a PPARα agonist^31^, to investigate whether PPARα activation ameliorates the disrupted lipid metabolism induced by LIF overexpression. While LIF overexpression decreased the expression of *ACLY*, *FASN*, *ACSL1*, and *ACSL5* in the liver tissues of TgLC mice injected with TAM, their mRNA and protein levels were significantly higher in TgLC mice fed with a fenofibrate-containing diet starting 3 days before TAM injection (Fig. 6A, B). In contrast, in TgL mice with TAM injection, fenofibrate diet did not significantly impact the expression of these genes in the liver tissues where *PPARa* levels were high (Fig. S7A). Similarly, while the expression levels of *ACLY*, *FASN*, *ACSL1*, and *ACSL5* in the liver tissues were decreased in C26 tumor-bearing mice compared with control mice without tumors, their expression levels were significantly increased in the liver tissues of the mice fed with a fenofibrate diet (Fig. 6C, D). These results clearly show that LIF overexpression downregulates the expression of PPARα and its downstream targets in the liver, and that the downregulation of PPARα target genes by LIF overexpression can be blocked by fenofibrate.

**Fig. 6:**
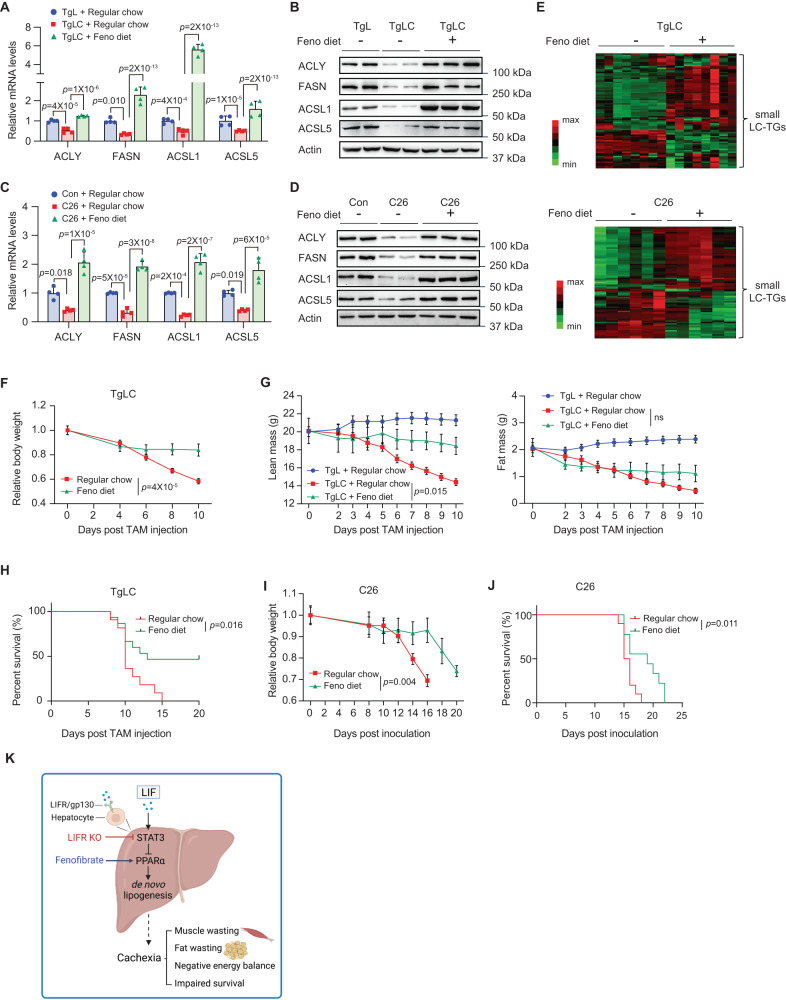
Fenofibrate restores hepatic lipid homeostasis and inhibits cachexia induced by LIF overexpression. **A**, **B** mRNA levels (**A**; *n* = 4/group) and protein levels (**B**) of PPARα target genes in the livers of TgLC mice fed with regular chow or fenofibrate (Feno) diet (0.2% w/w). **C**, **D** mRNA levels (**C**; *n* = 4/group) and protein levels (**D**) in the liver of Balb/c mice bearing with or without C26 tumors fed with regular chow or fenofibrate diet. **E** Fenofibrate diet increased the levels of majority of small LC-TGs (C ≤ 54) in the liver of TgLC mice and C26 tumor-bearing mice. Heatmap showing the TG levels in the liver of TgLC mice (*n* = 8/group) and C26 tumor-bearing mice (n = 6/group) fed with regular chow or fenofibrate diet. **F** Body weight of TgLC mice fed with regular chow or fenofibrate diet (*n* = 5/group). **G** Lean mass (left) and fat mass (right) of TgLC mice fed with regular chow or fenofibrate diet post TAM injection. *n* = 6–8/group. **H** Kaplan-Meier survival curves of TgLC mice fed with regular chow or fenofibrate diet. **I** Body weight of C26 tumor-bearing mice fed with regular chow or fenofibrate diet. The day of C26 cells inoculation was denoted as D0. *n* = 5/group. **J** Kaplan-Meier survival curves of C26 tumor-bearing mice. **K** The diagram depicting the mechanism by which LIF induces cachexia. The diagram was created with BioRender.com. Data are presented as mean ± SD for (**A**, **C**), and as mean ± SEM for (**F**, **G**, **I**). Each dot represents an individual mouse. Both female and male mice were used. ns: non-significant. For **A**, **C**: one-way ANOVA followed by *t*-test with Tukey’s multiple comparison adjustment; for **F**, **G**, **I**: two-way ANOVA followed by Sidak’s multiple comparison test; for **H**, **J**: two-tailed Kaplan-Meier survival analysis. Source data are provided as Source Data file.

We then investigated whether fenofibrate can restore hepatic lipid homeostasis in TgLC mice with LIF overexpression. While TAM injection in TgLC mice led to lower levels of small LC-TGs and higher levels of larger LC-TGs in the liver, fenofibrate significantly increased the levels of the majority of small LC-TGs, and decreased the levels of many larger LC-TGs in the liver of TAM-injected TgLC mice (Figs. 6E and S7B). A similar effect of fenofibrate on lipid metabolites was observed in C26 tumor-bearing mice; compared with the livers of C26 tumor-bearing mice under the fed condition, which had a majority of small LC-TGs at lower levels than control mice, fenofibrate significantly increased the levels of many small LC-TGs in the livers of C26 tumor-bearing mice (Fig. 6E).

To further investigate the contribution of impaired lipid metabolism in the liver to cachexia induced by LIF overexpression, we tested whether fenofibrate inhibits cachexia development in both TgLC and C26 tumor-bearing mice. Notably, fenofibrate significantly reduced the body weight loss of TgLC mice post TAM injection (Fig. 6F). TgLC mice with TAM injection fed with fenofibrate diet showed a trend of improved food intake compared with TgLC mice with TAM injection fed with regular chow (Fig. S7C). Furthermore, fenofibrate largely blocked lean mass loss and also exhibited a trend of less extensive fat mass loss, although the difference in fat mass loss was not significant (Fig. 6G). Importantly, fenofibrate prolonged the survival of TgLC mice with TAM injection (Fig. 6H). Similar results were obtained in C26 tumor-bearing mice; fenofibrate significantly delayed body weight loss and prolonged the survival of C26 tumor-bearing mice (Fig. 6I, J). Collectively, these results demonstrate that fenofibrate activates PPARα and its downstream targets involved in lipogenesis in the liver to ameliorate the impaired lipid metabolism induced by LIF overexpression in TgLC mice and C26 tumor-bearing mice, which in turn inhibits cachexia development (Fig. 6K).

## Discussion

Cancer cachexia is a metabolic syndrome characterized by unintended weight loss, muscle and fat wasting, which occurs in many advanced cancer patients, with many progressing to death^1^. Currently, the underlying mechanisms of cancer cachexia are still not well-understood. In addition to the competition of nutrients between tumor and host cells, cytokines and other factors produced by tumor cells and/or cells in the tumor microenvironment play important roles in cachexia^1,5,32,33^. The multi-functional cytokine LIF is involved in many important biological processes. The binding of LIF to LIFR induces its hetero-dimerization with gp130. The formation of this receptor complex activates the receptor-associated Janus kinases (JAKs) by phosphorylating receptor docking sites, which in turn leads to the recruitment and activation of Src Homology-2 (SH2) domain-containing proteins, such as STAT3^34,35^. Recent studies, including our own, have shown that LIF is frequently overexpressed in many cancer types, and elevated serum LIF levels have been observed in patients with different cancer types, including PDACs, OACs, and nasopharyngeal carcinomas (NPCs)^17–19,36^. Furthermore, LIF overexpression is associated with a poor prognosis in cancer patients, indicating an important role of LIF in tumor progression. LIF overexpression promotes cancer cell proliferation, metastasis, immune evasion, stemness, and metabolic reprogramming, all of which contribute to tumorigenesis^10^. Importantly, LIF has been suggested as a cachexia-inducing factor^9,11,12^. The secretion of LIF from several human and mouse cancer cell lines has been associated with cancer cachexia development in mice inoculated with these cancer cells^11,37^. This study observes that C26 tumor-bearing mice exhibit progressive body weight loss and poor survival, which is consistent with previous reports^9,11^. Importantly, LIF knockout in C26 cells significantly mitigates cachexia in tumor-bearing mice^11,38^. While the connection of LIF with cachexia has been established, the underlying mechanisms whereby LIF promotes cachexia remain unclear. Intrinsic LIF signaling in cancer cells has been shown to promote cell growth and proliferation with increased energy demands, which may enhance the competition of cancer cells with host cells for nutrients^9,39^. At the same time, increased LIF production from tumors may have systemic effects on the host, contributing to cachexia. However, most cancer cachexia mouse models are unable to distinguish the contribution of LIF to cachexia through cell-intrinsic mechanisms or the systemic effects to the host.

In this study, we established an inducible transgenic LIF overexpression mouse model (TgLC) which allows us to characterize the effect of systemic LIF elevation on cachexia. Our findings revealed that the systemic elevation of LIF levels in TgLC mice significantly reduced food intake, and caused a shift of metabolic fuel from carbohydrates to fat in these mice. Although LIF overexpression also reduced TEE, collectively, TgLC mice with LIF overexpression exhibited a negative energy balance and developed cachexia syndrome displaying muscle mass loss, adipose tissue loss, and impaired survival (Fig. 6K).

As a metabolic syndrome, cachexia is caused by profound metabolic alterations. In TgLC mice with LIF overexpression, disrupted lipid homeostasis was observed during cachexia development. The liver is an important organ that controls systemic metabolism. While limited evidence suggests the potential role of the liver in cachexia development, including its participation in acute-phase response, and Cori cycle gluconeogenesis^1,4,5^, its precise role in cachexia and underlying mechanisms are largely unexplored. Results from this study showed that hepatic de novo lipogenesis was significantly inhibited during cachexia development in TAM-injected TgLC mice with LIF overexpression. In turn, the levels of small LC-TGs mostly containing SFAs were significantly reduced in the liver tissues in TAM-injected TgLC mice with LIF overexpression. Meanwhile, the levels of larger LC-TGs mostly containing PUFAs, reflecting the ongoing lipolysis, were greatly increased in the liver tissue. The serum of TgLC mice with LIF overexpression exhibited a very similar change in TG levels. It is worth noting that there are inconsistent reports regarding the changes in TG levels during cachexia development^40–43^, which may be due to the measurement of the mixed pool of TGs. Importantly, results from this study suggest that LIF-induced functional changes in the liver, including its metabolic changes, contribute to LIF-induced cachexia; blocking the LIF signaling in the liver by liver-specific LIFR knockout partially abolished LIF overexpression-induced cachexia in mice.

Mechanistically, LIF overexpression inhibited hepatic de novo lipogenesis through the STAT3/PPARα axis. LIF overexpression activated STAT3 signaling, which led to the downregulation of *PPARa* expression in hepatocytes both in vitro and in vivo. In turn, the expression of a group of PPARα target genes involved in lipogenesis, including *ACLY*, *FASN*, *ACSL1*, and *ACSL5*, was significantly reduced. Activating PPARα by the fenofibrate diet significantly increased the expression of PPARα target genes, restored lipid homeostasis in the liver, and more importantly, significantly inhibited LIF overexpression-induced cachexia. The connection between STAT3 signaling and cachexia has been reported previously. It has been reported that the activation of STAT3 signaling supports lipase ATGL and its co-activator CGI-58 dependent adipocyte lipolysis and increases serum leptin levels that may influence cachexia-associated anorexia^44,45^. Results from our study reveal an important role of the STAT3 signaling in mediating LIF-induced impairment of hepatic de novo lipogenesis.

Interestingly, a previous study on cancer cachexia using a non-small cell lung cancer mouse model reported decreased PPARα nuclear localization and PPARα-dependent ketogenesis in the liver of mice that developed cancer cachexia. These mice exhibited hypoketonemia with decreased serum levels of β-hydroxybutyrate (BHB), the most abundant form of ketone body^46^. It is worth noting that in TAM-injected TgLC mice with LIF overexpression, no significant change in BHB levels was observed during cachexia development (Fig. S8), indicating that LIF does not play an obvious role in ketogenesis during cachexia development. LIF is often highly expressed in different types of cancers, and the mechanisms of LIF overexpression in cancers are not completely understood, as LIF can be transcriptionally regulated by many different factors, including HIF-2α, TGF-β, STAT5, and p53, in a highly context-dependent manner^10^. Future studies are needed to better understand the overexpression of LIF in cancers and as well as the contribution of these LIF regulators to cachexia. Since many different factors can contribute to cachexia, future studies are needed to validate the relevance of our findings in cancer mouse models and human patients, especially those cancers with LIF overexpression. In addition, cachexia is a syndrome affecting multiple organs including muscle, fat, brain, and liver tissues^6^. A very recent study showed that the obesity-associated LIF receptor (LIFR)/STAT3 signaling in adipocytes can modulate lipid metabolism in the liver and contribute to liver triglyceride (TG) accumulation^47^, which highlights the importance of the cytokine-induced inter-tissue crosstalk in metabolic dysregulation and cachexia development. While this study reveals the LIF-induced functional and metabolic changes in the liver and its contribution to cachexia, further studies are needed to understand the role of LIF in additional organs, the signaling pathway(s) that mediate the role of LIF, and its contribution to cachexia.

In summary, we established a transgenic LIF overexpression mouse model that robustly induces cachexia. This study demonstrates the systemic effect of LIF on cachexia, and reveals that LIF overexpression disrupts hepatic de novo lipogenesis via the STAT3/PPARα axis as an important underlying mechanism. Blocking the LIF signaling in the liver or re-activating PPARα inhibits LIF overexpression-induced cachexia in mice. This study provides mechanistic insights into cachexia and suggests restoring PPARα-dependent hepatic de novo lipogenesis as a potential strategy to treat cachexia.

## Methods

### Mice

All animal experiments were approved by the Institutional Animal Care and Use Committee of Rutgers University. As cachexia occurs in both males and females, both males and female mice were used. Wild type C57BL6/J mice, Balb/c mice, and R26-Cre^ERT2^ mice (Stock No: 008463) were obtained from the Jackson Laboratory. LIFR^flox/flox^ mice were obtained from The European Mouse Mutant Archive (EM: 09032). TgL mice were generated at Rutgers Transgenic Mouse Facility. Mice were housed under a 12-hour light/dark cycle with 6 am light on and 6 pm light off. The temperature was maintained between 70° and 74 °F and the humidity was between 30 and 70%. The sequences of primers for PCR genotyping of TgL mice are listed in Supplementary Table 2. TgLC mice were established by crossing TgL mice with R26-Cre^ERT2^ mice. The overexpression of LIF in TgLC mice was induced by injection of TAM (32 µg/g of body weight for female mice and 64 µg/g of body weight for male mice; *i.p*., once). TgL*/*LIFR^flox/flox^ mice were generated by crossing LIFR^flox/flox^ mice with TgL mice. The hepatocyte-specific LIFR deletion was induced in TgL/LIFR^flox/flox^ mice by a one-time tail vein injection of Ad5CMVCre-eGFP virus (2x10E9 pfu/mouse, UI Viral Vector Core). Pair-fed TgL mice were provided with the amount of food that matched that consumed by TgLC mice with TAM injection. C26 murine colon carcinoma cells (Cell lines service, Cata# 400156) and C26-LIF KO cells with LIF knockout were used to form syngeneic xenograft tumors. The tumor sizes were not exceeded the maximal tumor size (2000 mm^3^) permitted by the Institutional Animal Care and Use Committee of Rutgers University. C26-LIF KO cells were obtained by knocking out LIF in C26 cells using the CRISPR/Cas9 system as described previously^48^. The sequences of sgRNAs targeting LIF are listed in Supplementary Table 2. Cells used are not in the misidentified lines list and were regularly tested for mycoplasma using the Lookout Mycoplasma PCR detection kit (Sigma) to ensure the absence of mycoplasma. Eight to ten-week-old Balb/c mice were inoculated (*s.c*.) with C26 or C26-LIF KO cells to form syngeneic xenograft tumors.

Mice were fed with a regular chow diet (PicoLab Mouse Diet 20 5053, Lab diet) with or without fenofibrate (0.2% w/w, Cayman chemical). Fenofibrate diets were custom-made by TestDiet. For fenofibrate diet experiments, mice were switched to fenofibrate diet 3 days prior to TAM injection. The investigators were blinded to the group allocation during experiments and when assessing outcomes.

### D_2_O labeling

Mice were provided with drinking water containing 20% D_2_O (Cambridge Isotope Laboratories) for 7 days before tissue collection. The lipids from livers were extracted and saponified before the LC-MS analysis^49^. The liver samples were pulverized and mixed with pre-cooled methanol (12 μL/mg of tissue). The mixed samples were added with −20 °C methyl tert-butyl ether (MTBE, 40 μL/mg of tissue). After shaking the samples for 6 min at 4 °C, H_2_O (10 μL/mg of tissue) was added followed by centrifugation for 2 min. The top MTBE layer was transferred and air-dried. Subsequently, the samples were re-suspended in 1 mL of saponification solvent (0.3 mol/L KOH in 90:10 methanol/H_2_O), and incubated at 80 °C for 1 h. After incubation, the samples were put on ice for 3 min, followed by the addition of 100 μL of formic acid and 300 μL of hexanes, which resulted in two layers after vortexing the samples. The top layer was transferred to a new tube. This step was repeated to obtain a final volume of 600 μL. The extracted samples were air-dried and then re-suspended in 150 μL of resuspension solvent (50:50 isopropanol/methanol) followed by centrifugation at 4 °C for 10 min. The resulting supernatant was transferred to LC-MS vials for further analysis. The deuterium labeling was calculated after isotope natural abundance correction using AccuCor^50^.

### Metabolic cages and body composition analyses

Mice were individually housed in the Promethion Metabolic Cages system (Sable system) under a 12-hour light-dark cycle for 7 days. During this period, food and water intake, O_2_ consumption, CO_2_ production, and spontaneous activity were measured. Raw data were collected by the Promethion system and processed by the Promethion software package using the Macro 13 function, which produced standardized output formats for the metabolic variables of interest at each cage. The processed data generated by Macro 13 were then analyzed by the CalR software (https://calrapp.org) as described previously^21^. The mouse body composition analysis (fat and lean mass) was conducted by the EchoMRI^TM^−100H body composition analyzer according to the manufacturer’s instruction.

### Serum biochemistry analysis

The blood serum samples were analyzed by the Element DC5X^TM^ Veterinary Chemistry Analyzer (Hesk) performed at Rutgers In Vivo Research Services (IVRS) core facility. Biochemistry parameters examined included BUN, albumin, ALP, and GGT.

### Metabolites extraction and metabolomics analysis

Polar metabolites were extracted as described previously^51–53^. Briefly, polar metabolites were extracted from serum using the extraction buffer containing methanol: acetonitrile: H_2_O (40:40:20). The metabolites were analyzed using a Vanquish Horizon UHPLC system (Thermo Fisher Scientific) with an XBridge BEH Amide column (150 mm × 2.1 mm, 2.5 μm particle size, Waters). The solvent and run conditions for UHPLC were described previously^54^. MS scans were obtained in both negative and positive ion modes with a resolution of 70,000 at m/z 200, in addition to an automatic gain control target of 3 ×10^6^ and m/z scan range of 72 to 1000. Metabolite data were obtained using the MAVEN software package^55^ (mass accuracy window: 5 ppm).

For lipidomic metabolites extraction, 10 μL serum were mixed with 75 μL methanol and 250 μL MTBE, and 10 mg homogenized tissues were mixed with 120 μL methanol and 400 μL MTBE. After shaking the samples for 6 min at 4 °C, H_2_O (62 μL for serum and 100 μL for tissues) was added followed by centrifugation for 2 min. Supernatants were dried down for further lipidomics analysis. The reverse phase separation was performed on a Vanquish Horizon UHPLC system with a Poroshell 120 EC-C18 column (150 mm × 2.1 mm, 2.7 μm particle size, Agilent InfinityLab) using a gradient of solvent A (90%:10% H_2_O:MeOH with 34.2 mM acetic acid, 1 mM ammonium acetate, pH 9.4), and solvent B (75%:25% IPA:methanol with 34.2 mM acetic acid, 1 mM ammonium acetate, pH 9.4). The gradient was 0 min, 25% B; 2 min, 25% B; 5.5 min, 65% B; 12.5 min, 100% B; 19.5 min, 100% B; 20.0 min, 25% B; 30 min, 25% B. The flow rate was 200 μl/min. Injection volume was 5 μL and column temperature was 55 °C. The autosampler temperature was set to 4 °C and the injection volume was 5 µL. The full scan mass spectrometry analysis was performed by using a Thermo Q Exactive PLUS with a HESI source as described previously^54^. The lipid identification was performed using MS-DIAL^56^, and the lipid quantitation was obtained using the MAVEN software package^55^ (mass accuracy window: 5 ppm).

### Isolation and treatment of primary mouse hepatocytes

Primary mouse hepatocytes were isolated as described previously^57^. Briefly, mice were anesthetized by *i.p*. injection of Ketamine/Xylazine mix. The inferior portal vein was cannulated. The liver was perfused with Krebs-Ringer solution containing EGTA and digested with Krebs-Ringer solution containing Liberase^TM^ (Roche) and CaCl_2_. Stattic (Sigma), Galiellalactone (R&D Systems) and rLIF (Millipore) were used to treat primary mouse hepatocytes. STAT3 siRNAs (SASI_Mm01_00106320, SASI_Mm01_00106321, Sigma) were used to knock down STAT3 in mouse hepatocytes as described previously^14^.

### ChIP assays

ChIP assays were performed as described previously^58^. Primary mouse hepatocytes with or without rLIF treatment were used for ChIP assays. The anti-STAT3 antibody (Santa Cruz, Cata# sc-8019) was used for ChIP assays. The primers were designed to encompass the potential STAT3-binding element in the *PPARa* promoter region. The sequences of primers are listed in Supplementary Table 2.

### ELISA assays

LIF levels in the mouse serum were determined by ELISA assays using a mouse LIF Duoset kit (R&D Systems) according to the manufacturer’s instruction.

### H&E and IHC staining assays

Formalin-fixed and paraffin-embedded (FFPE) muscle and WAT tissue sections were stained with hematoxylin and eosin as described previously^58^. IHC staining of FFPE liver tissue sections were performed as described previously^59^. Briefly, tissue sections were deparaffinized in xylene and rehydrated in ethanol and water, followed by antigen retrieval by boiling slides in antigen unmasking solution (Cata#: h3300, Vector Laboratories) for 10 min. The following primary antibodies were used: anti-pSTAT3 (cell signaling, Cata# 9145 S), anti-STAT3 (Santa Cruz, Cata# sc-8019), anti-PPARα (Thermo Fisher Scientific, Cata# MA5-37652) and anti-ACLY (Santa Cruz, Cata# sc-517267). The dilution for all antibodies was 1:10.

### qPCR assays

qPCR assays were performed as described previously^59^. Total RNA was extracted by RNeasy kits (QIAGEN), and cDNA was synthesized using TaqMan^**TM**^ Reverse Transcription Reagents (Applied Biosystems). qPCR was performed by SYBR Green PCR Master Mix (Roche). The expression of β-actin gene was employed for normalization of the expression levels of analyzed genes. qPCR primers are listed in Supplementary Table 2.

### RNA-seq assays

Total RNA from the liver tissue of TgL and TgLC mice with TAM injection was extracted using RNeasy kits (QIAGEN), and then subjected to RNA-Seq assays. Raw data (raw reads) with the fastq format were processed through the fastp software, then mapped to the mouse reference genome. Differential expression analysis was performed by the DESeq2 method^60^. False discovery rate (FDR) was used to control the multiple comparisons based on the Benjamini and Hochberg method. An FDR cutoff of 0.05 and an absolute fold change of 2 were set as the threshold to select for genes with significantly differential expression.

### Bioinformatic analysis

KEGG pathway analysis was performed by the DAVID database^61^ to explore pathways enriched for the DEGs. The DEGs were searched against the PPARα signaling pathway maps. GSEA was performed by the GSEA software^62^. Heatmap was generated using the Cluster 3.0 software and visualized via Treeview as described previously^63,64^. Briefly, raw data were first converted to Log transform data and then used for Hierarchical Clustering analysis to generate the cdt file, which was then visualized with Treeview.

### Western-blot assays

Standard Western-blot assays were used as described previously^59^. The following primary antibodies were used: anti-PPARα (Abcam, Cata# ab24509), anti-ACLY (Santa Cruz, Cata# sc-517267), anti-FASN (Santa Cruz, Cata# sc-48357), anti-ACSL1 (cell signaling, Cata# 4047 S), anti-ACSL5 (Santa Cruz, Cata# sc-365478), anti-STAT3 (Santa Cruz, Cata# sc-8019), anti-pSTAT3 (cell signaling, Cata# 9145 S), anti-STAT1 (cell signaling, Cata# 14994 S), anti-pSTAT1 (cell signaling, Cata# 9177 S), anti-STAT4 (cell signaling, Cata# 2653 S), anti-pSTAT4 (cell signaling, Cata# 4134 S), anti-AKT (Santa Cruz, Cata# sc-5298, 1:2000 dilution), anti-pAKT (cell signaling, Cata# 9018 S), anti-pERK (cell signaling, Cata# 4376), anti-ERK (cell signaling, Cata# 9102), anti-pMAPK (cell signaling, Cata# 4511), anti-MAPK (cell signaling, Cata# 9212) and anti-β-actin (Sigma, Cata# A5441, 1:100,000 dilution) antibodies. Other than anti-AKT and anti-β-actin antibodies, the dilution for all other antibodies was 1:1000.

### Statistical analysis

The data were presented as the mean ± SEM or mean ± SD as indicated in the figure legend. Two-tailed Student’s *t*-test was applied for statistical analysis between two groups. One-way ANOVA followed by *t*-test with Tukey’s multiple comparison adjustment was applied for statistical analysis among multiple groups. The curves of fat, lean mass and body weight loss were compared by two-way ANOVA followed by *t*-test with Sidak’s multiple comparison adjustment. The longitudinal measurements on food intake, TEE, VO_2_, and VCO_2_ were analyzed using the generalized estimating equation (GEE) method to account for the within-animal correlation. A linear regression model was specified for each outcome with the group and day interaction as the regression terms while adjusting for animal weight. The within-animal correlation structure was specified using the first-order autoregressive correlation. The analysis was done using the geepack package in R. The detailed results of GEE analysis are presented in the supplementary materials. The mouse survival curves were analyzed by Kaplan-Meier method. *P*-value less than 0.05 was considered statistically significant.

### Reporting summary

Further information on research design is available in the Nature Portfolio Reporting Summary linked to this article.

### Supplementary information

Supplementary Information

Peer Review File

Reporting Summary

### Source data

Source Data

## Data Availability

Source data are provided with this paper. RNA-seq data generated in this study have been deposited in the Gene Expression Omnibus (GEO) database under accession number GSE245198. Metabolomics data have been deposited at the Metabolomics Workbench under Project ID: PR001766. Source data are provided with this paper.

# Supplementary material for: Leukemia inhibitory factor suppresses hepatic de novo lipogenesis and induces cachexia in mice
**Source:** Nat Commun. 2024 Jan 20;15:627. doi: 10.1038/s41467-024-44924-w
**Supplement:** Supplementary file 1 — Supplementary Information

Supplementary Figures and Tables

Supplementary Figure 1

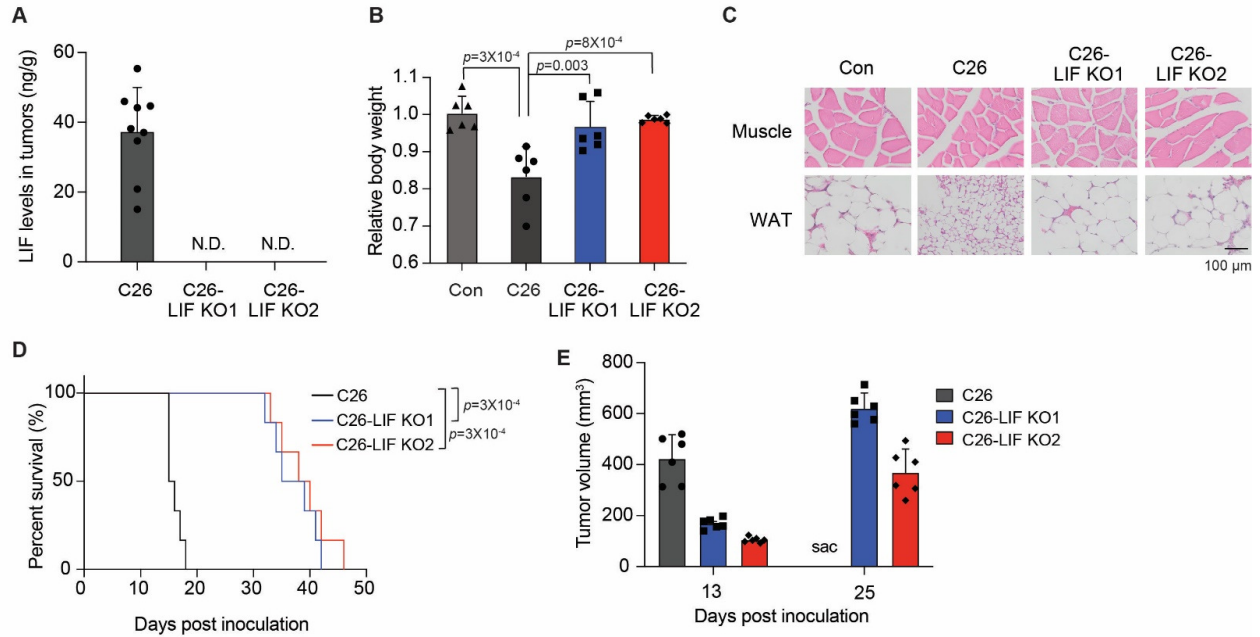

Supplementary Figure 1. LIF produced from C26 tumors contributes to cachexia in C26 tumor-bearing mice.

A. LIF levels in tumors from C26 tumor-bearing mice (n=9) and C26-LIF KO tumor-bearing mice (n=6) determined by ELISA assays. Two different C26-LIF KO cell lines were used for tumorigenesis assays. **B.** The body weight of C26 or C26-LIF KO tumor-bearing mice when the tumors were at the size of $\sim 400 \text{ mm}^3$. The body weight of non-tumor bearing Balb/c mice served as control (Con) (n=6/group). **C.** Representative H&E images of muscle and WAT from non-tumor-bearing Balb/c mice and Balb/c mice bearing with C26 or C26-LIF KO tumors when the tumor sizes reached $\sim 400 \text{ mm}^3$. At least three independent biological replicates were performed. **D.** Kaplan-Meier survival curves of C26 or C26-LIF KO tumor-bearing mice (n=6/group). The day of tumor cell inoculation was denoted as D0. **E.** The volume of syngeneic xenograft tumors formed by C26 or C26-LIF KO cells (n=6/group). All data are presented as mean $\pm$ SD. Both female and male mice were used. sac: mice reached the humane endpoint and were sacrificed before the date of measurement. N.D.: non-detectable. For **B**: One-way ANOVA followed by Tukey's multiple comparison test. For **D**: Kaplan-Meier survival analysis. Source data are provided as Source Data file.

Supplementary Figure 2

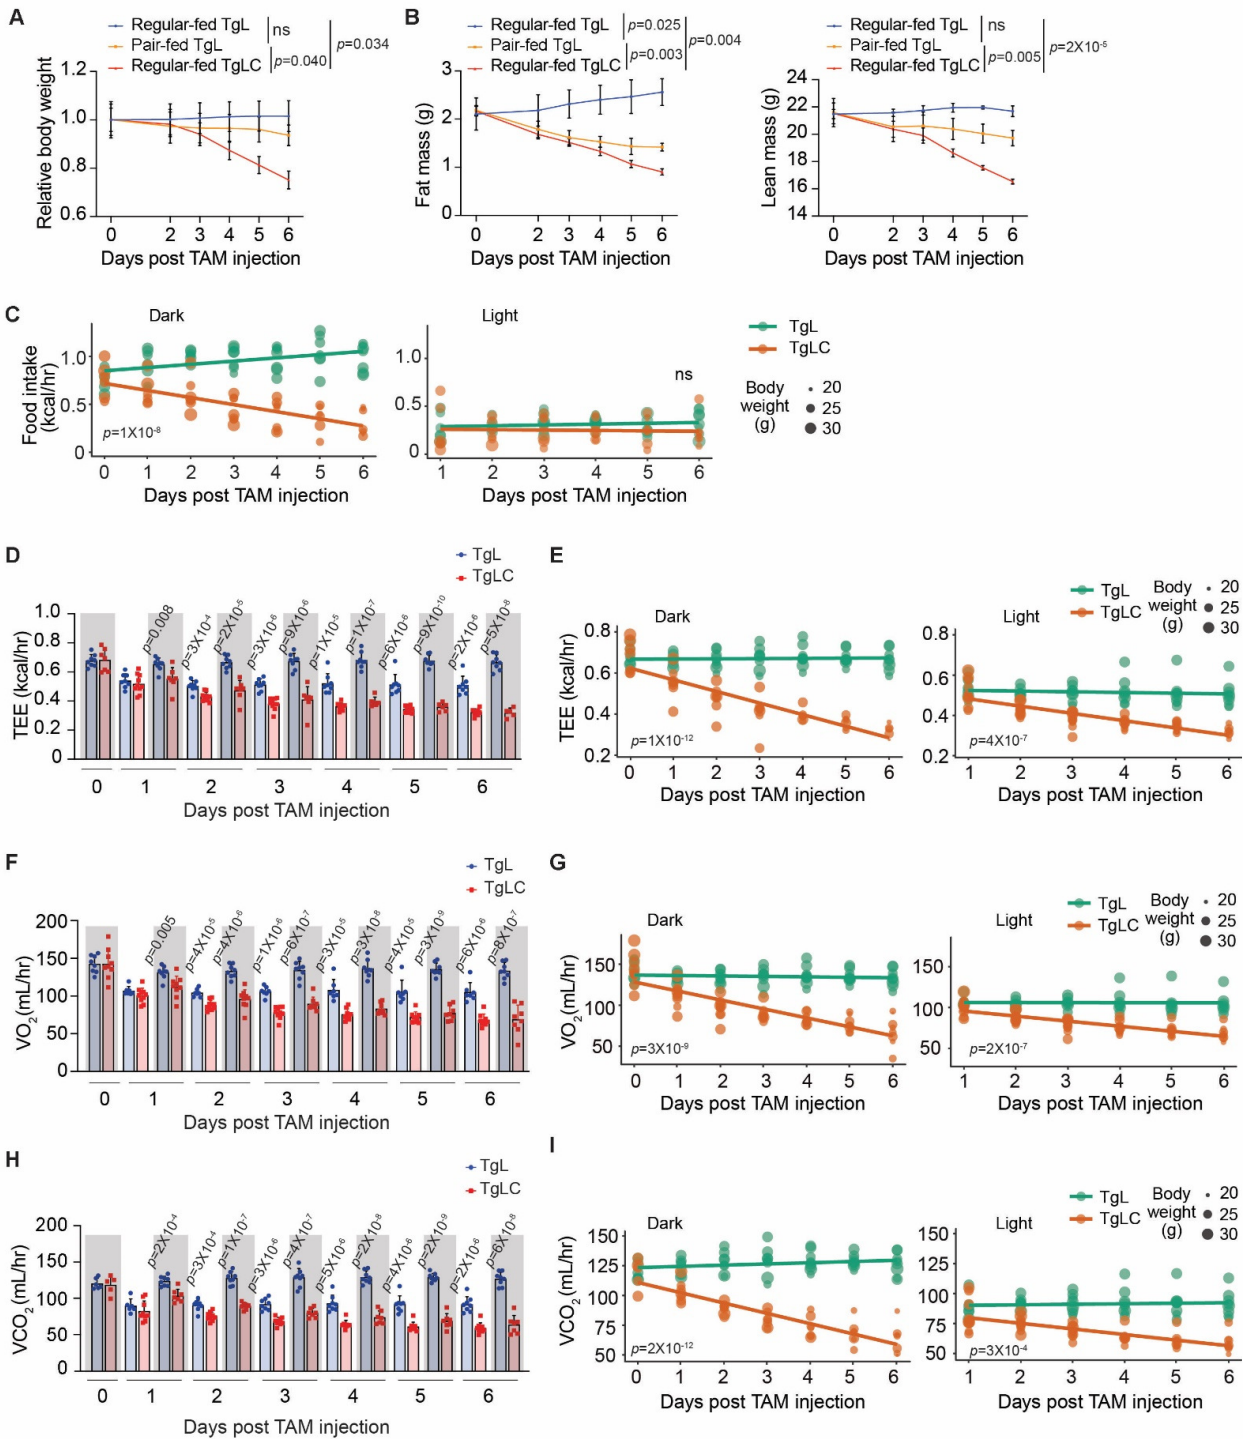

Supplementary Figure 2. Body composition change in pair-fed TgL mice with TAM injection and statistical analysis of indirect calorimetry data obtained from TgL and TgLC mice with TAM injection.

A. Mouse body weight post TAM injection in regular-fed TgL, TgLC and pair-fed TgL mice (n=6/group). **B.** The change of fat mass (left) and lean mass (right) post TAM injection in regular-fed TgL, TgLC and pair-fed TgL mice (n=6/group). **C.** Linear regression analysis of food intake between TgL and TgLC mice post TAM injection. **D.** TEE of TgL and TgLC mice post TAM injection calculated without body weight normalization (n≥4/group). **E.** Linear regression analysis of TEE between TgL and TgLC mice post TAM injection. **F.** VO₂ of TgL and TgLC mice post TAM injection (n≥4/group). Values are hourly means per mouse. **G.** Linear regression analysis of VO₂ between TgL and TgLC mice post TAM injection. **H.** VCO₂ of TgL and TgLC mice post TAM injection (n≥4/group). Values are hourly means per mouse. **I.** Linear regression analysis of VCO₂ of TgL and TgLC mice post TAM injection. Both dark (left) and light cycles (right) are shown. Data are presented as mean ± SEM for **A** & **B**, and as mean ± SD for **D**, **F** & **H**. ns: non-significant. Each dot represents an individual mouse. Both female and male mice were used. For **A** & **B**: Two-way ANOVA followed by Sidak's multiple comparison test, for **D**, **F** & **H**: Two-tailed Student's *t*-test; and for **C**, **E**, **G** & **I**: Linear regression analysis that is equivalent to ANCOVA analysis was used. Source data are provided as Source Data file.

Supplementary Figure 3

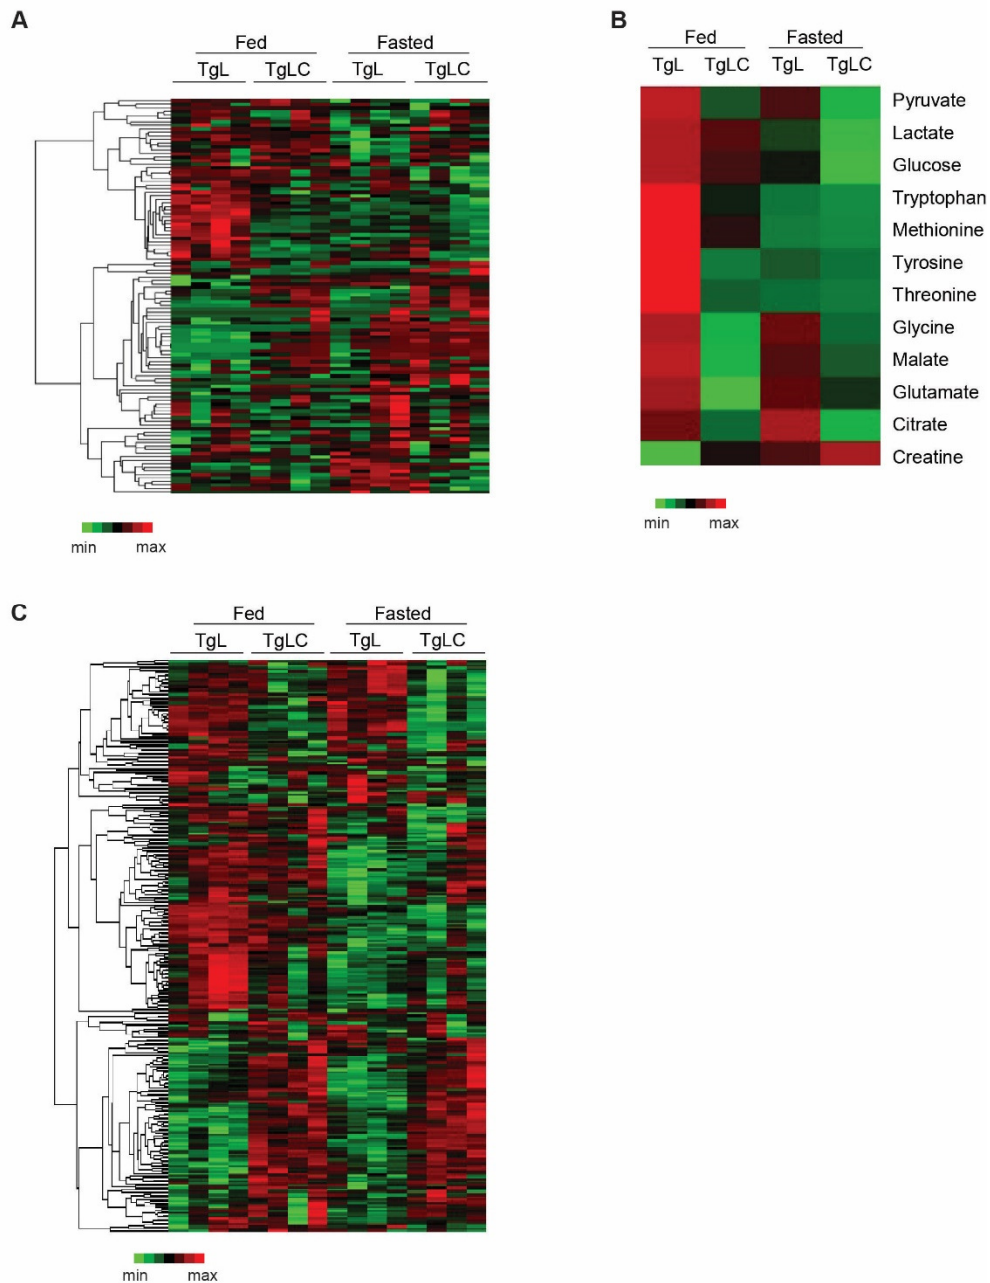

Supplementary Figure 3. LIF overexpression disrupts metabolic homeostasis in mice.

A. Heatmap of polar metabolic levels in the serum of TAM-injected TgL and TAM-injected TgLC mice under both fed and fasted conditions (n=4/group). **B.** Heatmap showing the levels of representative polar metabolites in the serum from TAM-injected TgL and TAM-injected TgLC mice under both fed and fasted conditions. Data are shown by the average of each group (n=4/group). **C.** Heatmap of lipid metabolic levels in the serum of TAM-injected TgL and TAM-

injected TgLC mice under both fed and fasted conditions (n=4/group). Both female and male mice were used.

Supplementary Figure 4

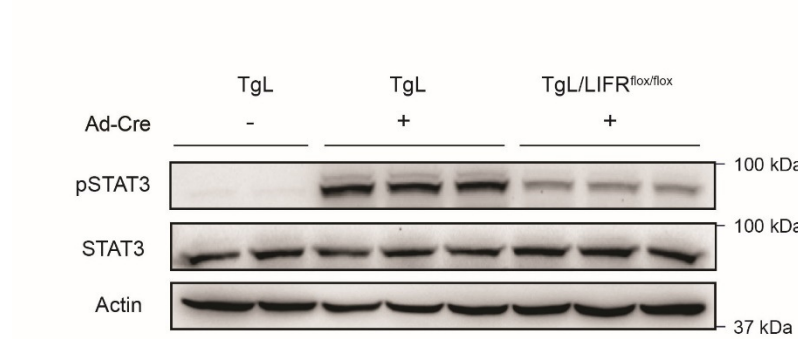

Supplementary Figure 4. The levels of pSTAT3 and total STAT3 protein in the liver of additional TgL and TgL/LIFR^{flox/flox} mice with or without Ad-Cre injection determined by Western-blot assays. Both female and male mice were used. Uncropped Western-blot images are shown in **Supplementary Figure 9**.

Supplementary Figure 5

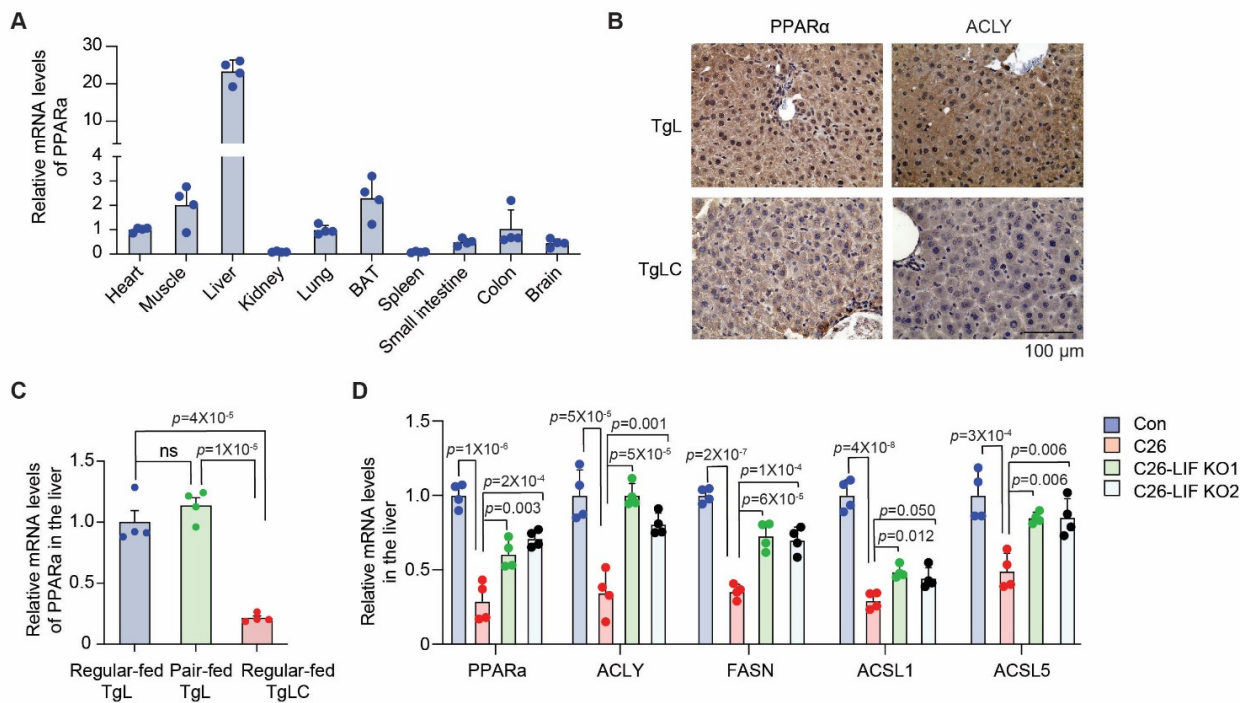

Supplementary Figure 5. The mRNA levels of PPARα in different tissues, and the expression levels of PPARα and its target genes in the liver of TgL and TgLC mice with TAM injection and non-tumor bearing, C26, or C26-LIF KO tumor-bearing mice.

A. PPARα mRNA levels in different tissues in C57BL/6 mice (n=4/group). **B.** PPARα and ACLY protein levels in TgL and TgLC mice with TAM injection determined by IHC staining assays. At least three independent biological replicates were performed. **C.** Relative mRNA levels of PPARα in the liver of regular-fed TgL, TgLC and pair-fed TgL mice with TAM injection (n=4/group). **D.** Relative mRNA levels of PPARα and its representative target genes in the liver of non-tumor bearing, C26, or C26LIF KO tumor-bearing Balb/c mice (n=4/group). The mRNA levels of genes were measured by qPCR and normalized to β-actin. All data are presented as mean ± SD. Each dot represents an individual mouse. Both female and male mice were used. ns: non-significant. *p* value was determined by one-way ANOVA, followed by *t*-test with Tukey's multiple comparison adjustment. Source data are provided as Source Data file.

Supplementary Figure 6

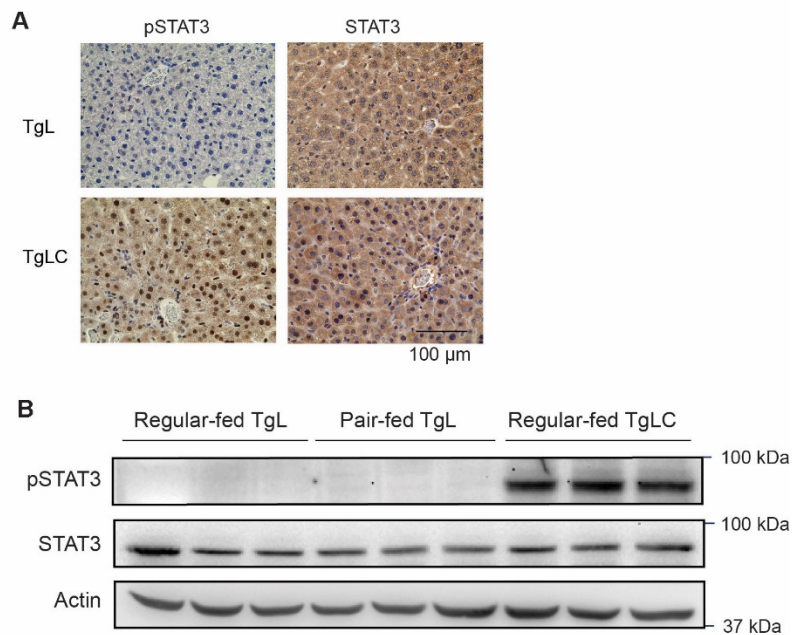

Supplementary Figure 6. The STAT3 signaling in the liver of TgL and TgLC mice with TAM injection.

A. The levels of pSTAT3 and total STAT3 protein in the liver of TgL and TgLC mice with TAM injection determined by IHC staining assays. **B.** The levels of pSTAT3 and total STAT3 protein in the liver of regular-fed TgL and TgLC mice and pair-fed TgL mice with TAM injection determined by Western-blot assays. Both female and male mice were used. At least three independent biological replicates were performed. Uncropped Western-blot images are shown in **Supplementary Figure 9**.

Supplementary Figure 7

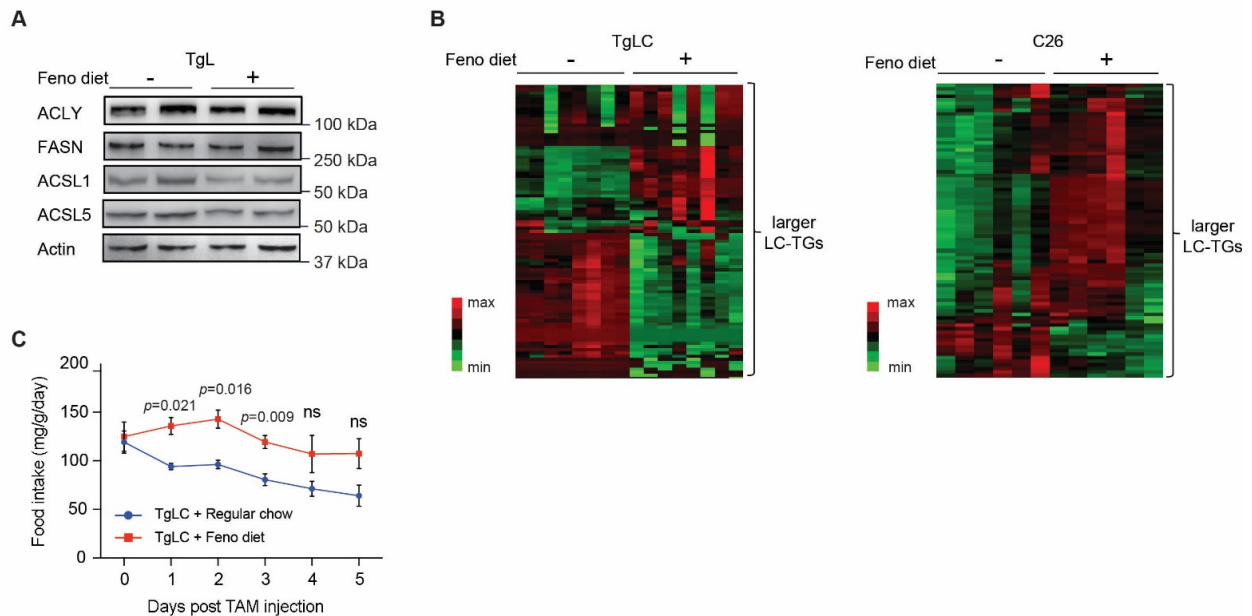

Supplementary Figure 7. Fenofibrate restores lipid homeostasis in the liver of TAM-injected TgLC and C26 tumor-bearing mice.

A. The protein levels of ACLY, FASN, ACSL1 and ACSL5 in the liver of TAM-injected TgLC mice fed with regular chow or fenofibrate diet measured by Western-blot assays. At least three independent biological replicates were performed. **B.** Heatmap of TG levels in the liver of TAM-injected TgLC mice (n=8/group; left) and C26 tumor-bearing mice (n=6/group; right) fed with regular chow or fenofibrate diet. **C.** Food intake of TgLC mice fed with regular chow or fenofibrate diet post TAM injection (n=6/group). Data are presented as mean $\pm$ SEM. Both female and male mice were used. ns: non-significant. For **C**: Two-way ANOVA followed by Sidak's multiple comparison test. Uncropped Western-blot images are shown in **Supplementary Figure 9**. Source data are provided as Source Data file.

Supplementary Figure 8

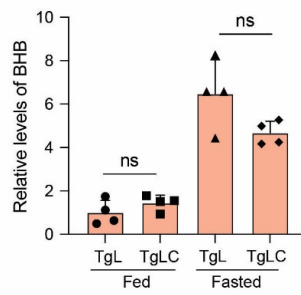

Supplementary Figure 8. The relative levels of BHB in the serum of TAM-injected TgL and TAM-injected TgLC mice (n=4/group). Two-tailed Student's *t*-test. Both female and male mice were used. ns: non-significant. Source data are provided as Source Data file.

Supplementary Figure 9

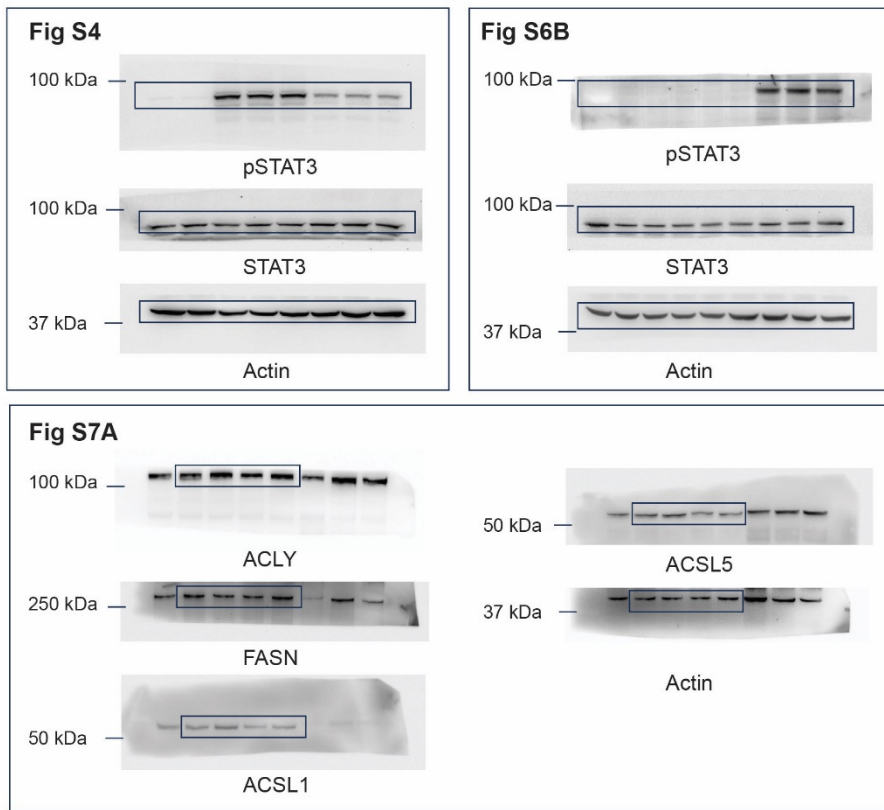

Supplementary Figure 9. Uncropped Western-blot images for panels in Supplementary Figures (Fig S4, Fig S6B, Fig S7A).

Supplementary Table 1. Composition of TGs

compound	mz	RT
* TG_NH4(44:0 13:0_15:0_16:0)	768.70789	15.953
* TG_NH4(44:1 12:0_16:0_16:1)	766.69037	15.753
* TG_NH4(44:2 10:0_16:0_18:2)	764.67535	15.569
* TG_NH4(45:0 14:0_15:0_16:0)	782.72296	16.076
* TG_NH4(45:1 14:0_15:0_16:1)	780.70715	15.878
* TG_NH4(46:0 14:0_16:0_16:0)	796.73816	16.238
* TG_NH4(46:1 14:0_16:0_16:1)	794.72113	16.014
* TG_NH4(46:2 14:0_14:1_18:1)	792.70605	15.817
* TG_NH4(46:3 10:0_18:1_18:2)	790.6908	15.643
* TG_NH4(47:1 15:0_16:0_16:1)	808.73914	16.142
* TG_NH4(47:2 15:0_15:1_17:1)	806.72272	15.946
* TG_NH4(48:0 14:0_16:0_18:0)	824.76923	16.559
* TG_NH4(48:1 14:0_16:0_18:1)	822.75391	16.3
* TG_NH4(48:2 14:0_16:0_18:2)	820.73767	16.076
* TG_NH4(48:3 14:0_16:1_18:2)	818.72321	15.884
* TG_NH4(48:4 12:0_18:2_18:2)	816.70728	15.698
* TG_NH4(49:1 15:0_16:0_18:1)	836.76862	16.458
* TG_NH4(49:2 15:0_16:1_18:1)	834.75183	16.253
* TG_NH4(49:3 15:0_16:1_18:2)	832.73718	16.011
* TG_NH4(50:0 16:0_16:0_18:0)	852.80115	16.892
* TG_NH4(50:1 16:0_16:0_18:1)	850.78503	16.599
* TG_NH4(50:2 16:0_16:1_18:1)	848.77051	16.356
* TG_NH4(50:3 16:0_16:1_18:2)	846.75433	16.128
* TG_NH4(50:4 14:0_18:2_18:2)	844.73682	15.923
* TG_NH4(50:5 14:0_18:2_18:3)	842.72296	15.78
* TG_NH4(51:1 16:0_17:0_18:1)	864.80139	16.763
* TG_NH4(51:2 16:0_17:1_18:1)	862.78485	16.512
* TG_NH4(51:3 15:0_18:1_18:2)	860.7691	16.261
* TG_NH4(51:4 15:0_18:2_18:2)	858.75507	16.049
* TG_NH4(52:0 16:0_18:0_18:0)	880.83185	17.26
* TG_NH4(52:1 16:0_18:0_18:1)	878.8175	16.938
* TG_NH4(52:2 16:0_18:1_18:1)	876.80084	16.648
* TG_NH4(52:3 16:0_18:1_18:2)	874.78503	16.406
* TG_NH4(52:4 16:0_18:2_18:2)	872.77026	16.182
* TG_NH4(52:5 16:0_18:2_18:3)	870.75354	15.995
* TG_NH4(52:6 16:1_18:2_18:3)	868.73724	15.847
* TG_NH4(52:7 18:1_16:3_18:3)	866.72186	15.705
* TG_NH4(53:1 17:0_18:0_18:1)	892.83246	17.128

* TG_NH4(53:2 16:0_18:1_19:1)	890.81775	16.819
* TG_NH4(53:3 17:0_18:1_18:2)	888.8009	16.553
* TG_NH4(53:4 17:1_18:1_18:2)	886.78442	16.316
* TG_NH4(53:5 18:1_17:2_18:2)	884.76886	16.103
* TG_NH4(54:0 16:0_18:0_20:0)	908.86499	17.67
* TG_NH4(54:1 16:0_20:0_18:1)	906.84839	17.323
* TG_NH4(54:2 16:0_18:1_20:1)	904.83167	17.001
* TG_NH4(54:3 18:0_18:1_18:2)	902.81494	16.714
* TG_NH4(54:4 18:1_18:1_18:2)	900.79865	16.464
* TG_NH4(54:5 18:1_18:2_18:2)	898.78583	16.232
* TG_NH4(54:6 16:0_18:2_20:4)	896.77032	16.135
* TG_NH4(54:6 18:1_18:2_18:3)	896.77051	16.051
* TG_NH4(54:7 18:2_18:2_18:3)	894.75238	15.941
* TG_NH4(54:8 16:1_18:2_20:5)	892.73743	15.777
TG_NH4(55:1 16:0_21:0_18:1)	920.86542	17.511
TG_NH4(55:2 18:0_19:0_18:2)	918.8479	17.169
TG_NH4(55:3 19:0_18:1_18:2)	916.83063	16.875
TG_NH4(55:7 16:0_18:2_21:5)	908.76862	16.083
TG_NH4(56:1 16:0_22:0_18:1)	934.87836	17.722
TG_NH4(56:10 18:2_18:3_20:5)	916.73822	15.697
TG_NH4(56:2 18:0_18:1_20:1)	932.86493	17.373
TG_NH4(56:3 18:0_20:1_18:2)	930.84851	17.047
TG_NH4(56:4 18:1_20:1_18:2)	928.83215	16.764
TG_NH4(56:5 18:0_18:1_20:4)	926.81464	16.629
TG_NH4(56:6 16:0_18:1_22:5)	924.80072	16.398
TG_NH4(56:7 18:1_18:2_20:4)	922.78351	16.251
TG_NH4(56:8 18:1_18:2_20:5)	920.76965	16.051
TG_NH4(56:9 16:1_18:2_22:6)	918.75232	15.835
TG_NH4(57:1 16:0_23:0_18:1)	948.89423	17.923
TG_NH4(58:1 16:0_24:0_18:1)	962.91235	18.171
TG_NH4(58:10 18:1_20:4_20:5)	944.77008	15.926
TG_NH4(58:11 18:2_20:4_20:5)	942.75238	15.774
TG_NH4(58:2 22:0_18:1_18:1)	960.89618	17.787
TG_NH4(58:3 22:0_18:1_18:2)	958.87964	17.436
TG_NH4(58:4 18:1_22:1_18:2)	956.86237	17.111
TG_NH4(58:6 18:0_18:2_22:4)	952.83331	16.67
TG_NH4(58:7 16:0_18:1_24:6)	950.81702	16.477
TG_NH4(58:8 18:1_18:1_22:6)	948.80048	16.312
TG_NH4(58:9 18:1_18:2_22:6)	946.78406	16.107
TG_NH4(60:10 18:1_20:4_22:5)	972.80115	16.245
TG_NH4(60:11 18:1_20:4_22:6)	970.78589	16.049

TG_NH4(60:12 18:2_20:4_22:6)	968.76953	15.878
TG_NH4(60:13 18:2_20:5_22:6)	966.75311	15.71
TG_NH4(60:8 18:1_20:1_22:6)	976.83142	16.555
TG_NH4(60:9 18:1_18:2_24:6)	974.81519	16.352
TG_NH4(62:13 18:1_22:6_22:6)	994.78516	15.983
TG_NH4(62:14 18:2_22:6_22:6)	992.76801	15.805
TG_NH4(64:16 20:4_22:6_22:6)	1016.76892	15.759
TG_NH4(66:18 22:6_22:6_22:6)	1040.77075	15.707

---

*: small LC-TGs

Supplementary Table 2. Sequences of primers and sgRNAs used in this study

Mouse genotyping primers	
mLIF-F	CAACTGGCACAGCTCAATGG
mLIF-R	ATGCGACCATCCGATACAGC
CRISPR sgRNAs	
sgRNA 1-F	CACCGGCATGGGTGGCGTATGGCAC
sgRNA 1-R	AAACGTGCCATACGCCACCCATGCC
sgRNA 2-F	CACCGGAACCAGATCAAGAATCAAC
sgRNA 2-R	AAACGTTGATTCTTGATCTGGTTCC
Chip assays primers	
Chip-F	TCCAAATGTCTGGTAGAACTGG
Chip-R	GAGAGGGTGCTTGGTTGTAG
Negative control F	GATGGAGCCCATTCTGAACC
Negative control R	CCCTGTACTTATCCAGGCAGA
qPCR primers	
ACLY F	ACCCTTTCACCTGGGGATCACA
ACLY R	GACAGGGATCAGGATTTCTTG
FASN F	GGAGGTGGTGATAGCCGGTAT
FASN R	TGGGTAATCCATAGAGCCCAG
PPAR α F	AGAGCCCCATCTGTCCTCTC
PPAR α R	ACTGGTAGTCTGCAAAACCAAA
ACSL1 F	TGCCAGAGCTGATTGACATTC
ACSL1 R	GGCATAACCAGAAGGTGGTGAG
ACSL5 F	TCCTGACGTTTGGAACGGC
ACSL5 R	CTCCCTCAATCCCCACAGAC
β -actin F	GAACCCTAAGGCCAACCGTGAAAAGAT
β -actin R	GCAGGATGGCGTGAGGGAGAGCA

# Supplementary material for: Leukemia inhibitory factor suppresses hepatic de novo lipogenesis and induces cachexia in mice
**Source:** Nat Commun. 2024 Jan 20;15:627. doi: 10.1038/s41467-024-44924-w
**Supplement:** Supplementary file 3 — Reporting Summary

Reporting Summary

Nature Portfolio wishes to improve the reproducibility of the work that we publish. This form provides structure for consistency and transparency in reporting. For further information on Nature Portfolio policies, see our [Editorial Policies](#) and the [Editorial Policy Checklist](#).

Statistics

For all statistical analyses, confirm that the following items are present in the figure legend, table legend, main text, or Methods section.

n/a Confirmed

☐	☒	The exact sample size (n) for each experimental group/condition, given as a discrete number and unit of measurement
☐	☒	A statement on whether measurements were taken from distinct samples or whether the same sample was measured repeatedly
☐	☒	The statistical test(s) used AND whether they are one- or two-sided<br><i>Only common tests should be described solely by name; describe more complex techniques in the Methods section.</i>
☒	☐	A description of all covariates tested
☐	☒	A description of any assumptions or corrections, such as tests of normality and adjustment for multiple comparisons
☐	☒	A full description of the statistical parameters including central tendency (e.g. means) or other basic estimates (e.g. regression coefficient) AND variation (e.g. standard deviation) or associated estimates of uncertainty (e.g. confidence intervals)
☐	☒	For null hypothesis testing, the test statistic (e.g. F , t , r) with confidence intervals, effect sizes, degrees of freedom and P value noted<br><i>Give P values as exact values whenever suitable.</i>
☒	☐	For Bayesian analysis, information on the choice of priors and Markov chain Monte Carlo settings
☒	☐	For hierarchical and complex designs, identification of the appropriate level for tests and full reporting of outcomes
☒	☐	Estimates of effect sizes (e.g. Cohen's d , Pearson's r), indicating how they were calculated

Our web collection on [statistics for biologists](#) contains articles on many of the points above.

Software and code

Policy information about [availability of computer code](#)

Data collection EchoMRI-100H

Data analysis GraphPad Prism 9

For manuscripts utilizing custom algorithms or software that are central to the research but not yet described in published literature, software must be made available to editors and reviewers. We strongly encourage code deposition in a community repository (e.g. GitHub). See the Nature Portfolio [guidelines for submitting code & software](#) for further information.

Data

Policy information about [availability of data](#)

All manuscripts must include a [data availability statement](#). This statement should provide the following information, where applicable:

- Accession codes, unique identifiers, or web links for publicly available datasets
- A description of any restrictions on data availability
- For clinical datasets or third party data, please ensure that the statement adheres to our [policy](#)

Source data are provided with this paper. RNA-seq data generated in this study have been deposited in the Gene Expression Omnibus (GEO) database under accession number GSE245198 (<https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE245198>). Metabolomics data have been deposited at the Metabolomics Workbench under Project ID: PR001766 (<https://www.metabolomicsworkbench.org/data/DRCCMetadata.php?Mode=Project&ProjectID=PR001766>).

Research involving human participants, their data, or biological material

Policy information about studies with [human participants or human data](#). See also policy information about [sex, gender \(identity/presentation\), and sexual orientation](#) and [race, ethnicity and racism](#).

Reporting on sex and gender	NA
Reporting on race, ethnicity, or other socially relevant groupings	NA
Population characteristics	NA
Recruitment	NA
Ethics oversight	NA

Note that full information on the approval of the study protocol must also be provided in the manuscript.

Field-specific reporting

Please select the one below that is the best fit for your research. If you are not sure, read the appropriate sections before making your selection.

☒ Life sciences ☐ Behavioural & social sciences ☐ Ecological, evolutionary & environmental sciences

For a reference copy of the document with all sections, see [nature.com/documents/nr-reporting-summary-flat.pdf](https://www.nature.com/documents/nr-reporting-summary-flat.pdf)

Life sciences study design

All studies must disclose on these points even when the disclosure is negative.

Sample size	Sample sizes were chosen based on the power calculation.
Data exclusions	No data exclusions.
Replication	Experimental finding were replicated with at least 3 independent biological repeats.
Randomization	Animals were randomly assigned to different treatment groups.
Blinding	The investigators were blinded to the group allocation during experiments and when assessing outcomes.

Reporting for specific materials, systems and methods

We require information from authors about some types of materials, experimental systems and methods used in many studies. Here, indicate whether each material, system or method listed is relevant to your study. If you are not sure if a list item applies to your research, read the appropriate section before selecting a response.

Materials & experimental systems

n/a	Involved in the study
☐	☒ Antibodies
☐	☒ Eukaryotic cell lines
☒	☐ Palaeontology and archaeology
☐	☒ Animals and other organisms
☒	☐ Clinical data
☒	☐ Dual use research of concern
☒	☐ Plants

Methods

n/a	Involved in the study
☒	☐ ChIP-seq
☒	☐ Flow cytometry
☒	☐ MRI-based neuroimaging

Antibodies

Antibodies used	anti-PPARa (Abcam, Cata# ab24509), anti-ACLY (Santa Cruz, Cata# sc-517267), anti-FASN (Santa Cruz, Cata# sc-48357), anti-ACSL1 (cell signaling, Cata# 4047S), anti-ACSL5 (Santa Cruz, Cata# sc-365478), anti-PPARa (Thermo Fisher Scientific, Cata# MA5-37652), anti-STAT3 (Santa Cruz, Cata# sc-8019), anti-pSTAT3 (cell signaling, Cata# 9145S), anti-STAT1 (cell signaling, Cata# 14994S), anti-pSTAT1 (cell signaling, Cata# 9177S), anti-STAT4 (cell signaling, Cata# 2653S), anti-pSTAT4 (cell signaling, Cata# 4134S), anti-AKT

(Santa Cruz, Cata# sc-5298), anti-pAKT (cell signaling, Cata# 9018S), anti-pERK (cell signaling, Cata# 4376), anti-ERK (cell signaling, Cata# 9102), anti-pMAPK (cell signaling, Cata# 4511), anti-MAPK (cell signaling, Cata# 9212) and anti- β -actin (Sigma, Cata# A5441) antibodies

Validation

Validation of all commercial antibodies are available at the manufacturer's website. The reference for each antibody is listed below:

anti-PPAR α (Abcam, Cata# ab24509)
<https://www.abcam.com/products/primary-antibodies/ppar-alpha-antibody-ab24509.html>
 anti-ACLY (Santa Cruz, Cata# sc-517267)
<https://www.scbt.com/p/atp-citrate-synthase-antibody-5f8d11>
 anti-FASN (Santa Cruz, Cata# sc-48357)
<https://www.scbt.com/p/fatty-acid-synthase-antibody-g-11>
 anti-ACSL1 (cell signaling, Cata# 4047S)
https://www.cellsignal.com/products/primary-antibodies/acsl1-antibody/4047?_requestid=992441
 anti-ACSL5 (Santa Cruz, Cata# sc-365478)
<https://www.scbt.com/p/acsl5-antibody-a-2>
 anti-PPAR α (Thermo Fisher Scientific, Cata# MA5-37652)
<https://www.thermofisher.com/antibody/product/PPAR-alpha-Antibody-clone-1331CT894-186-143-Monoclonal/MA5-37652>
 anti-STAT3 (Santa Cruz, Cata# sc-8019)
https://www.scbt.com/p/stat3-antibody-f-2?gad_source=1&gclid=Cj0KCQjw1aOpBhCOARIsACXYv-fqQjEpKlwJ5hnm2gKwFfnhLGVlrD36zGAOoYOpdFDwFlpMN--8xyYaAkPWEALw_wcB
 anti-pSTAT3 (cell signaling, Cata# 9145S)
<https://www.cellsignal.com/products/primary-antibodies/phospho-stat3-tyr705-d3a7-xp-rabbit-mab/9145>
 anti-STAT1 (cell signaling, Cata# 14994S)
<https://www.cellsignal.com/products/primary-antibodies/stat1-d1k9y-rabbit-mab/14994>
 anti-pSTAT1 (cell signaling, Cata# 9177S)
<https://www.cellsignal.com/products/primary-antibodies/phospho-stat1-ser727-antibody/9177>
 anti-STAT4 (cell signaling, Cata# 2653S)
<https://www.cellsignal.com/products/primary-antibodies/stat4-c46b10-rabbit-mab/2653>
 anti-pSTAT4 (cell signaling, Cata# 4134S)
<https://www.cellsignal.com/products/primary-antibodies/phospho-stat4-tyr693-d2e4-rabbit-mab/4134>
 anti-AKT (Santa Cruz, Cata# sc-5298)
<https://www.scbt.com/p/akt1-antibody-b-1>
 anti-pAKT (cell signaling, Cata# 9018S)
<https://www.cellsignal.com/products/primary-antibodies/phospho-akt1-ser473-d7f10-xp-rabbit-mab/9018>
 anti-pERK (cell signaling, Cata# 4376)
<https://www.cellsignal.com/products/primary-antibodies/phospho-p44-42-mapk-erk1-2-thr202-tyr204-20g11-rabbit-mab/4376>
 anti-ERK (cell signaling, Cata# 9102)
<https://www.cellsignal.com/products/primary-antibodies/p44-42-mapk-erk1-2-antibody/9102>
 anti-pMAPK (cell signaling, Cata# 4511)
<https://www.cellsignal.com/products/primary-antibodies/phospho-p38-mapk-thr180-tyr182-d3f9-xp-rabbit-mab/4511>
 anti-MAPK (cell signaling, Cata# 9212)
<https://www.cellsignal.com/products/primary-antibodies/p38-mapk-antibody/9212?Ntk=Products&Ntt=9212>
 anti- β -actin (Sigma, Cata# A5441)
https://www.sigmaaldrich.com/US/en/product/sigma/a5441?gclid=Cj0KCQjw1aOpBhCOARIsACXYv-dAMtcOobDEgNNcr99Y71kEEKJwJ8u6GBeYBoyE43xYbfj_G5ITcv8aArJhEALw_wcB

Eukaryotic cell lines

Policy information about [cell lines and Sex and Gender in Research](#)

Cell line source(s)	C26 murine colon carcinoma cells (Cell lines service, Cata# 400156)
Authentication	C26 cells were confirmed for the high expression levels of LIF and its ability to induce cachexia in tumor-bearing mice.
Mycoplasma contamination	The cell line used in this study were tested negative for mycoplasma contamination.
Commonly misidentified lines<br>(See ICLAC register)	No commonly misidentified cell lines were used in this study.

Animals and other research organisms

Policy information about [studies involving animals](#); [ARRIVE guidelines](#) recommended for reporting animal research, and [Sex and Gender in Research](#)

Laboratory animals	Wild type C57BL6/J mice, Balb/c mice, and R26-CreERT2 mice (Stock No: 008463) were obtained from the Jackson Laboratory. LIFRflox/flox mice were obtained from The European Mouse Mutant Archive (EM: 09032). TgL mice were generated at Rutgers Transgenic Mouse Facility. Eight to ten-week-old mice were used for experiments.
Wild animals	No wild animal was involved in this study.
Reporting on sex	As cachexia occurs in both males and females, both males and female mice were used.
Field-collected samples	Field-collected samples were not involved in this study.
Ethics oversight	All mouse experiments were approved by the Institutional Animal Care and Use Committee (IACUC) of Rutgers University.

Note that full information on the approval of the study protocol must also be provided in the manuscript.

How the deposited data were processed for this re-analysis (not part of the article)

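Liver RNA of 3 TgL and 4 TgLC mice with TAM injection was compared. The sample labels name genotype, treatment and tissue for each mouse, and the numbers of mice equal those of the Fig. 4 legend. By the submitters' processing notes the reads passed through fastp, HISAT2 2.0.5, featureCounts 1.5.0-p3 and DESeq2 1.20.0. The genome build, the annotation and the strand setting are not given in the sources used here, so no coordinates are printed. The deposited values are a normalized signal, namely the counts per gene divided by one DESeq2 size factor per mouse by the authors. The table holds 23594 genes, none of which is at 0 in all 7 mice. Symbols come from a GENCODE table of gene names, which matched 22679 of the identifiers and left 915 without a symbol.

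From these values the reads per gene were recovered by dividing each mouse's values by the value of 1 read, and 100% of them came out whole within 1e-06. DESeq2 size factors recomputed from the recovered reads equalled the authors' (ratio 1 in every mouse). The design written before the data were examined named edgeR on counts as the first choice and limma on log2(value + 1) where the values were normalized and no counts column was given. The latter applied, and tests on the recovered reads became alternatives. Genes with a mean of at least 10 normalized counts over the 7 mice were tested (13145 genes, leaving out 10449). The model had genotype as its only term, an intensity trend and empirical Bayes moderation. Adjusted p values are Benjamini-Hochberg values over all genes tested, and DEGs had an adjusted p under 0.05 and an absolute log2 fold change of at least 1, the thresholds of the paper. Programs were R 4.3.3, limma 3.58.1, edgeR 4.0.16, DESeq2 1.42.0 and sva 3.50.0.

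Depth was 9367681 to 11030699 reads in TgL and 11325974 to 12448961 in TgLC mice, which limits what can be said of genes with a few reads. Each method was tested on simulated data of 3 and 4 mice in which 100 genes changed by 1 and 100 by 2 on the log2 scale. Limma, run on 13154 genes, recovered 66 of the former and 99 of the latter and called 12 unchanged genes. On 13402 genes edgeR recovered 75 and 98 and called 20 unchanged genes, and limma-voom recovered 65 and 99 and called 12. On 23240 genes DESeq2 recovered 82 and 100 and called 36. The changed genes had means well above the minimum of 10, rose and fell equally often, and were scored by adjusted p alone. Genes near the minimum and the larger share of acute-phase reads in TgLC livers were thus not covered. Pairs of mice of the same genotype were checked by a chi-square of their reads over genes, which came to 9.96 to 52.2 per degree of freedom. All these pairs thus differed by more than sampling noise. A principal component analysis gave 67.8%, 13.8% and 6.30% of the variance to the first 3 components.

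Gene lists were written by hand from textbook knowledge before the data were examined, 44 in all, with 1 more made by joining the lipid lists. Of these, 41 had at least 3 genes tested. A gene rose or fell if its adjusted p was under 0.05 over all genes tested, and each count is also given adjusted over the list alone. By the same rule 4104 of all 13145 genes tested passed, and counts within lists are to be read beside that share. Camera with a preset inter-gene correlation of 0.01 compared each list with all other genes. It called 20 of the 41 lists, 5 higher and 15 lower. With an estimated correlation none passed (7 at an unadjusted p under 0.05, smallest adjusted p = 0.134 from limma), while 19 passed on ranks and 29 by fry, which tests whether the genes of a list move one way on balance and does not compare them with other genes. Even the exocrine pancreas list, with all 13 genes tested lower, missed the threshold of camera with an estimated correlation. A miss at that setting therefore does not set a list apart from the others. Enrichment used a one-sided Fisher's exact test against the other genes tested. KEGG, DAVID and GSEA gene sets were not used here, nor was the study's list of PPARα targets.

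Genes are named by a rule set before the data were examined: those the paper names for these data with the LIF receptor and STAT3 genes, the 10 largest rises and 10 largest falls among DEGs with non-overlapping groups, a mean of at least 5 CPM and an ordinary symbol, and of each list up to 2 genes that rose and 2 that fell with the smallest adjusted p. Levels of the PPAR family had been seen in the paper's source data. A gene outside the rule is said to be named after its value was seen. A few genes are not reported here. Alternatives were DESeq2, edgeR with TMM, with DESeq2 size factors or with library totals, limma-voom, other pseudocounts, no filter, a test against the fold threshold itself, leaving out each mouse, subsets of mice by label, and covariates. edgeR with TMM, limma without a trend, the label series as a covariate the omission of either pair of TgLC mice and a fit of the 3 mice outside the label series were chosen after the data were seen.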

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

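Of the tests below, those of a batch behind the pancreas transcripts, of transcript length, of sex, within the 3 mice outside the label series and all 3 on the lipogenesis genes were chosen after the result was seen. Among 182 groups of 4 TgLC values (genes and list means), 17 had a mouse farther from the rest than Dixon's 95% critical value allows, against 9.1 by chance, so a good part of the following may be chance. For Scd3, Scd4, Fabp6 and Ctrb1 a single TgLC mouse had any read, which fixes Dixon's ratio at 1 whatever the count. The number by chance does not hold for such genes. Only 1 of 35 ways to split the 7 mice into 3 and 4, the real one itself, gave as many as 1864 DEGs. The highest other split gave 267. That is the smallest share that 35 splits allow. Splits that mix the genotypes also put the genotype difference into the spread within groups, which lowers their counts. Chance is therefore not excluded by this test.

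In the TgLC mouse with 11905428 reads, Ppard was high at 135 normalized counts, against 109 to 110.3 in the other TgLC mice. The same mouse held all TgLC reads of Scd3 and Scd4, at 2.00 and 1.00 normalized counts, had the highest Vldlr at 15.0 and the lowest Gstm6 at 128, and its erythroid marker genes were the lowest, with a mean log2 difference from the TgL mean of 0.126 against 1.40 to 1.62. In the TgLC mouse with 11325974 reads, Fabp6 was at 1.0 where the others had no read, Mup17 was at 198 against 1.00 to 3.01, and Lgals4 was lowest at 43.0. In YXL3, Isyna1 was at 15697 and Gpat3 at 429, and the mean log2 difference of complement and coagulation genes was 0.768. In YXL4, Lif was at 25.0 against 10.0 to 12.3, Acox2 at 3774, Cyp2d9 at 5224, Sult1e1 at 1009.8 against 13.2 to 155 and Ctrb1 at 1.00 where the others had no read.

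A further 3 lists outside the genes the paper reports for these livers rose in TgLC livers by limma. Higher were 24 of 27 acute-phase genes, 15 of 18 genes of the unfolded protein and integrated stress response, and 4 of 5 neutrophil markers tested (10 listed). With an estimated correlation none of the 3 lists passed camera (adjusted p = 0.134, 0.230 and 0.384 from limma), as was so for every list. With the preset correlation all 3 did, but not the neutrophil markers without the TgLC mouse with 11905428 reads (adjusted p = 0.0726 from limma), without the TgLC mouse with 11325974 reads (adjusted p = 0.0800 from limma) or within the 3 mice outside the label series (adjusted p = 0.310 from limma).

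Transcripts of the exocrine pancreas were present in all 3 TgL livers, with Cela1, chosen after its values were seen, at 265 ± 33.9 normalized counts (SD, n = 3) and Ctrb1 at 128 ± 34.6 (SD, n = 3), and close to 0 in the 4 TgLC livers except Cela1 at 45.7 ± 7.94 (SD, n = 4). A batch that follows the label series is argued against, since within that series the lower TgL sum was 22.7 times the higher TgLC sum. Pancreas tissue carried along with the TgL livers may be the source, but of 20 further acinar genes listed beforehand 55% (11 genes, with 16 of the 20 in the table) had reads in every TgL mouse and a higher TgL mean, a value between the 2 bounds set for a decision. Low expression in the liver itself that LIF shuts off stays open too, and was not tested.

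The paper found Acly, Fasn, Acsl1 and Acsl5 lower in TgLC livers by qPCR and Western blot too. This argues against a cause in the sequencing alone for these genes. The paper also reports less hepatic de novo lipogenesis in TgLC mice by tracing with deuterated water. For the other lipogenesis genes a technical or a biological cause remains possible. Against a few genes taking most of the counts stands a median log2 fold change of the de novo lipogenesis list that lies -2.32 from the median of all genes under library totals. Against a lower share of hepatocytes as the only cause stands a gap of 1.68 (log2) by which the hepatocyte markers lie above this list, beyond their interquartile range of 1.26. The markers were themselves lower, at a median of -0.59, so a part in the fall stays open. Against a batch that follows the label series stands a median of -2.23 within one series. LIF expression is the difference the design names, but TgLC mice also carry the Cre that TAM activates. No mouse with Cre alone is among the 7, so effects of Cre and of LIF cannot be told apart here. The paper reports Acly, Fasn, Acsl1 and Acsl5 mRNA lower in livers of tumor-bearing Balb/c mice too, for these genes only. While the paper reports no obvious change of Ppara mRNA in livers of other, pair-fed TgL mice (Fig. S5C), a lower food intake stays open for the lipogenesis genes, with no pair-fed mouse among the 7.

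YXL3 and YXL4 lie apart from the other 2 TgLC mice on the second principal component, and 1028 genes differ at least 2-fold between these pairs, against 603 between the TgL mice within and outside the label series. A batch shared by both genotypes stays open, since the Spearman correlation of -0.0902 across genes between the series differences in TgLC and in TgL lies under the bound set beforehand but rests on 1 TgL mouse outside the series, whose label does not place it with YXL3 and YXL4. GC content, known for 99.1% of genes, had a correlation of 0.250 with the TgLC difference, between the bounds set, against -0.103 in TgL. Transcript length had one of -0.307, just past the bound of 0.3 set for GC content, against 0.0422 in TgL. Either bias may contribute. Markers of other cell types split these pairs too, with mean log2 differences from the TgL mean in YXL3 and YXL4 against the other pair of -1.45 and -1.99 against 0.77 and 0.57 for B and plasma cells and -0.23 and 0.41 against 1.63 and 1.18 for stellate cells, so a different share of these cells stays open, untested. A difference in sex is argued against by Xist, whose lowest level in the 4 TgLC mice was 0.462 times the highest, with 0 to 2 Y-linked reads, while a batch of YXL3 and YXL4 alone cannot be told apart from a difference between these mice, whose day of collection the labels do not give.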

How the results depend on the processing

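Alternatives chosen after the data were seen are edgeR with TMM (1993 DEGs, of which 1820 are shared), limma without a trend (1848), the label series as a covariate (1894), leaving out YXL3 and YXL4 (2064) or the other 2 TgLC mice (2266), and the 3 mice outside the label series. These 3, with the lone TgL mouse assumed to vary like the others, gave 843 DEGs (496 higher, 347 lower) and 850.0 with no fold threshold, from fewer mice. Ppara and Ppargc1b stayed lower and past the threshold in every alternative run for single genes, except Ppargc1b in these 3 mice (-1.35). The test against the 2-fold threshold itself was run for the count of DEGs only. Without 1 mouse at a time Ppara ranged from -2.04 to -1.81, Ppargc1b from -2.65 to -1.93, DEGs from 1595 to 1966, DEGs with no fold threshold from 2586 to 4119, lipogenesis genes from 7 to 8, and the LIF ratio from 9.96 to 32.1. DEGs numbered 2274 by DESeq2, 1923 by limma-voom, 2001 by edgeR with DESeq2 size factors, 2308 with no filter, 1874 and 1753 with pseudocounts of 0.5 and 5, 1757 with Y-linked reads as a covariate and 1990 with 1 surrogate variable. The Y-linked covariate mostly sets the TgL mouse with 9367681 reads apart, at 22 such reads against 0 to 2 in the others. It thus comes close to leaving that mouse out. A test against the 2-fold threshold itself (glmTreat) called 793, and edgeR called 1690 lower genes with library totals against 940 with DESeq2 size factors. The causes of the other shifts were not tested, though glmTreat asks for more by construction. With an estimated correlation the camera adjusted p of limma was 0.230 for PPAR signaling and 0.308 for lipid metabolism, and none (0) of the other lists passed, against 18. Of 140 named genes over the alternatives, 3011 results were the same, 173 lost the threshold (60 of them in these 3 mice), 16 gained it and 6 reversed, namely Ppard at -0.21 under library totals and -0.67 in these 3 mice, and Cpt1a, at 0.08 with all mice and from -0.064 to 0.20 without 1 mouse at a time (lowest without the TgL mouse with 9367681 reads), at -0.25 under library totals, -0.10 in one label series and -0.075 with Y-linked reads as a covariate. Of the list tests, 486 were the same, 22 lost the threshold, 35 gained it and 2 reversed, the B and plasma cell markers at an adjusted p of 0.0376 in one label series against 0.578 and the cell cycle genes at 0.0224 in these 3 mice against 0.498; the causes of these reversals were not tested. The filter of the design was the one used, and other units were not run, since the table holds normalized counts only. Fold changes of genes under 10 normalized counts are limited by depth.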

Differences from the paper's values

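No test in this part was chosen after the results were seen, except the omission of the TgLC mice with 11905428 and 11325974 reads. No count of the limma fit of all 7 mice differed from the paper's by more than 1.5 times. DEGs were 1864 against the paper's 2271, with 990 against the paper's 1213 higher and 874 against the paper's 1058 lower, at the paper's thresholds. DESeq2, the test the paper's methods name, on the recovered reads gave 2274, 1215 and 1059, which fall within 3 genes of the paper's counts. Limma with no filter gave 2308, and the omission of those 2 TgLC mice, chosen after seeing the values, gave 2266 but did not call 5 of the 25 genes of Fig. 4F.

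Of these 25 genes, 4 were not tested by limma because their mean was under 10 normalized counts: Scd4, Fabp6, Olr1 and Cpt1c. DESeq2 called all 25, among them Scd4 at a log2 fold change of -4.36 (adjusted p = 0.0193 from DESeq2), Fabp6 at -4.30 (adjusted p = 0.0491 from DESeq2, though its groups overlap and its TgL mean rests on the mouse with 9367681 reads, at 16.3 normalized counts against a mean of 0.945 in the other TgL mice), Olr1 at 5.50 (adjusted p = 0.00141 from DESeq2) and Cpt1c at 1.89 (adjusted p = 0.0499 from DESeq2). Limma with no filter called 24, all but Fabp6 (-1.76, adjusted p = 0.138 from limma). Of the 9 lipogenesis genes the paper names as lower, limma called 8, and both DESeq2 and limma with no filter called 9.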

Other observations

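No test in this part was chosen after the results were seen except the fit of the 3 mice outside the label series, and the genes named follow the rule set beforehand except Chac1, Gdf15, Fst and Xist, which were chosen after their values were seen. In the unfolded protein and integrated stress response list none of the 18 genes fell (15 rose when adjusted over the list alone), with a median log2 fold change of 1.03 (camera adjusted p = 1.44e-07 from limma, and adjusted p = 0.230 with an estimated correlation). Asns, asparagine synthetase, rose by 4.97 (adjusted p = 1.32e-04 from limma), Xbp1 by 1.54 and Chac1 by 2.90. Of 38 complement and coagulation genes 17 rose and 5 fell (17 and 6 when adjusted over the list alone).

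Among 17 secreted factors linked to cachexia or growth 5 rose and 3 fell (5 and 3 when adjusted over the list alone). Inhbb, which encodes an activin subunit, rose by 3.55 (adjusted p = 1.11e-04 from limma), Gdf15, which lowers appetite, by 3.86 and the activin antagonist gene Fst by 3.21. Without the TgL mouse with 11030699 reads these were 4.63 and 2.60, and without the TgL mouse with 9367681 reads 3.20 and 3.97. Ghr, the growth hormone receptor gene, was at -1.33 and Igfbp2 at -2.50. Of 17 glycolysis genes 7 fell and 3 rose (7 and 3 when adjusted over the list alone), with the glucose transporter gene Slc2a2 at -3.58 and the pyruvate kinase gene Pklr at -3.03. Of 8 urea cycle genes 4 fell and 1 rose (4 and 1 when adjusted over the list alone), among them Otc at -1.46.

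Genes with higher levels in female livers fell in 7 of 15 cases and rose in 1 (7 and 1 when adjusted over the list alone), and those with higher levels in male livers fell in 4 of 11 and rose in 2 (4 and 2 when adjusted over the list alone). Hsd3b5 was at -7.09 and Cyp17a1 at 2.96. Xist was expressed in all 7 mice, at 3521 to 9246 normalized counts. Y-linked genes had 0 to 2 reads in 6 of the mice and 22 in the TgL mouse with 9367681 reads. These values argue against a male among the 7 mice, whose sex the labels do not give, while the paper states that both sexes were used. The cell cycle inhibitor gene Cdkn1a rose by 3.90, or 4.52 without the TgL mouse with 9367681 reads. Of 4 markers of bile duct cells 1 rose and none fell (1 and none when adjusted over the list alone), with Sox9 at 3.95.

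Of 12 negative acute-phase genes 5 fell and 1 rose (6 and 2 when adjusted over the list alone), of 18 circadian clock genes 3 fell and 1 rose (3 and 1 when adjusted over the list alone), and of 13 iron genes 3 rose and 2 fell (3 and 2 when adjusted over the list alone). Of 10 stellate cell markers 4 rose (5 when adjusted over the list alone), and their mean was highest in the TgLC mice with 11905428 and 11325974 reads. Their camera adjusted p from limma was 0.0816, but 0.00478 without YXL3, 0.0490 without YXL4, 2.29e-04 within one label series and 0.836 within the 3 mice outside it, and 0.674 with an estimated correlation. Of 6 erythroid markers 3 rose (4 when adjusted over the list alone), and of 12 macrophage markers 1 rose and 1 fell (none and 1 when adjusted over the list alone). Of 9 endothelial markers 2 rose and 2 fell (3 and 3 when adjusted over the list alone), and none of 4 B and plasma cell markers passed by limma. Over all genes, 4104 of the 13145 tested passed by limma. Clock genes and macrophage markers passed in a smaller share than that, so these counts do not set either list apart.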
